# Comparison of gene expression response to neutron and x-ray irradiation using mouse blood

**DOI:** 10.1186/s12864-016-3436-1

**Published:** 2017-01-03

**Authors:** Constantinos G. Broustas, Yanping Xu, Andrew D. Harken, Guy Garty, Sally A. Amundson

**Keywords:** Gene expression, Microarrays, Neutron, x-ray, Radiation biodosimetry

## Abstract

**Background:**

In the event of an improvised nuclear device detonation, the prompt radiation exposure would consist of photons plus a neutron component that would contribute to the total dose. As neutrons cause more complex and difficult to repair damage to cells that would result in a more severe health burden to affected individuals, it is paramount to be able to estimate the contribution of neutrons to an estimated dose, to provide information for those making treatment decisions.

**Results:**

Mice exposed to either 0.25 or 1 Gy of neutron or 1 or 4 Gy x-ray radiation were sacrificed at 1 or 7 days after exposure. Whole genome microarray analysis identified 7285 and 5045 differentially expressed genes in the blood of mice exposed to neutron or x-ray radiation, respectively. Neutron exposure resulted in mostly downregulated genes, whereas x-rays showed both down- and up-regulated genes. A total of 34 differentially expressed genes were regulated in response to all ≥1 Gy exposures at both times. Of these, 25 genes were consistently downregulated at days 1 and 7, whereas 9 genes, including the transcription factor E2f2, showed bi-directional regulation; being downregulated at day 1, while upregulated at day 7. Gene ontology analysis revealed that genes involved in nucleic acid metabolism processes were persistently downregulated in neutron irradiated mice, whereas genes involved in lipid metabolism were upregulated in x-ray irradiated animals. Most biological processes significantly enriched at both timepoints were consistently represented by either under- or over-expressed genes. In contrast, cell cycle processes were significant among down-regulated genes at day 1, but among up-regulated genes at day 7 after exposure to either neutron or x-rays. Cell cycle genes downregulated at day 1 were mostly distinct from the cell cycle genes upregulated at day 7. However, five cell cycle genes, *Fzr1*, *Ube2c*, *Ccna2*, *Nusap1*, and *Cdc25b,* were both downregulated at day 1 and upregulated at day 7.

**Conclusions:**

We describe, for the first time, the gene expression profile of mouse blood cells following exposure to neutrons. We have found that neutron radiation results in both distinct and common gene expression patterns compared with x-ray radiation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3436-1) contains supplementary material, which is available to authorized users.

## Background

The goal of radiation biodosimetry is to accurately predict radiation dose, as a surrogate of radiological injury, in a large-scale radiation emergency. Most approaches focus on the first week after an event, when radiological triage is most needed. A wide range of different methods have been used to identify cellular responses to radiation, ranging from cytogenetic measurements, specifically dicentric assays, to high throughput proteomic, metabolomic, and transcriptomic profiling [1]. Several groups have reported gene expression-based analyses, with the development of predictive gene sets that correlate with dose [2–5].

Radiation quality plays an important role in driving gene expression, and different signaling pathways may be triggered in response to the different types of irradiation. In addition, various genes and biological functions are induced in cells at different time points after radiation exposure [6–8]. To date, most of the gene expression signatures for the purpose of radiation biodosimetry have been obtained in response to photon (γ- and x-rays) exposure. However, there have been a limited number of studies that have compared gene expression profiles in mice or human blood cells after exposures involving heavy ions and α-particles, the latter representing isotopes likely to be used in a radiological dispersal device [9]. For example, using human peripheral blood mononuclear cells, Chauhan et al. [10] found that the gene expression profile induced by α-particle radiation was very similar to the x-ray responses, despite the fact that α-particles are characterized by a higher linear energy transfer coefficient compared with x-rays [11]. In contrast, comparison of α-particle and x-ray irradiation impact on human tumor and endothelial cells [12], as well as human epidermal keratinocytes [13] produced distinct gene expression profiles.

An improvised nuclear device (IND) detonation is capable of producing a mixture of γ-rays and fast neutrons. Furthermore, as neutrons generally have a higher Relative Biological Effectiveness (RBE) for most physiological endpoints, it is important to understand the impact that neutrons would have on the biodosimetry methods that are being developed for medical triage purposes. Radiation affects multiple biological processes, including immune system and inflammatory responses, cell cycle progression, cell death, DNA repair, as well as metabolism. However, the impact of neutron radiation on any of these processes has not been studied in detail. This study presents an initial characterization of gene expression responses following exposure to IND-spectrum neutrons or x-rays.

In the present study, gene expression signatures were analyzed after in vivo irradiation of mice with either neutrons or x-rays. The doses used were selected based on the limited RBE information available for IND-spectrum neutrons. Using the in vitro cytokinesis-block micronucleus assay [14] in peripheral human blood lymphocytes, Xu et al. [15] calculated the RBE of our neutron spectrum to be between 3 and 5 for micronucleus induction with 250 kVp x-rays used as the reference radiation, with similar results for micronucleus induction in mice (Helen Turner, personal communication). We therefore exposed mice to 0.25 Gy or 1 Gy of neutron radiation and, separately, 1 Gy or 4 Gy of x-ray radiation. We describe biological processes significantly over-represented only in the neutron response, or only in the x-ray radiation response, as well as processes shared by both types of radiation. The ultimate goal is to investigate whether we can separately estimate the photon and the neutron component after a mixed photon/neutron exposure, and to develop gene expression signatures capable of discriminating between neutron and photon exposures.

## Methods

### Animals and irradiation

All animal experiments were conducted in accordance with applicable federal and state guidelines and were approved by the Columbia University Institutional Animal Care and Use Committee (IACUC) (approval number AC-AAAG4356). Male C57BL/6 mice were received from Charles River Laboratories (Frederick, MD) and quarantined for 2 weeks before irradiation at 8-10 weeks of age. Twelve mice were used for each treatment, with six being sacrificed 1 day after treatment, and the other six being sacrificed 7 days after treatment. Samples were lost from three mice (one each of the day 1 controls, 1 Gy x-ray at day 7, and 4 Gy x-ray at day 1) due to clotting during blood draw.

Mice were either sham-irradiated or exposed to 0.25 Gy or 1 Gy neutron beam or to 1 Gy or 4 Gy x-rays. Neutron irradiations were performed using the accelerator-based IND-spectrum neutron source [15] at the Radiological Research Accelerator Facility (RARAF). Briefly, a mixed beam of atomic and molecular ions of hydrogen and deuterium was accelerated to 5 MeV and used to bombard a thick beryllium target. The neutrons emitted at 60° to the ion beam axis have a spectrum that closely mimics the Hiroshima spectrum at 1.5 km from the epicenter [16].

For irradiation, six to eighteen mice were placed in holders in adjacent positions on an eighteen position Ferris wheel, rotating around the beryllium target at a distance of 17.5 cm, at an angle of 60° to the particle beam. The mouse holders, based on 50 ml conical tubes, are designed to maintain a horizontal orientation as the wheel rotates, providing an isotropic irradiation, while maintaining the mice in an upright orientation. With a wheel rotation speed of about 2 min per revolution, the dose rate was adjusted so that the smallest dose was delivered in 5 rotations (approximately 10 min). The mouse holders were reversed end-to-end midway through exposure, to correct for any angular variation in dose rate so that the front and back of the mouse receive equivalent doses. When fewer than 18 mice were on the wheel, two 50 ml tubes containing Lucite phantoms were placed at either end of the string of occupied mouse holders in order to ensure a uniform scatter dose. Irradiations were performed with a total beam current of 18 μA on the target, resulting in a dose rate of 1.55 Gy/h of neutrons and 0.4 Gy/h of γ rays. In order to allow the mice to acclimate to the restraining conditions of the holders and reduce stress during treatment, the mice were placed in the holders in two separate sessions at 3 days and 1 day prior to irradiation. On the second training session one day prior to the actual irradiation, the mice in the holders were placed on the irradiation wheel. Sham-irradiated control mice underwent the same holder acclimation protocol, and on the day of exposure they were placed in the holders on the wheel with the beam off for mock treatment. Controls were performed prior to neutron irradiation, to eliminate dose from activation of materials at the endstation.

For x-ray irradiation, mice were exposed to 1 Gy or 4 Gy of x-rays from a Westinghouse Coronado orthovoltage x-ray machine operating at 250 kVp and 15mA with a 0.5mm Cu + 1mm Al filter. The dose rate at the mouse location was 1.23 Gy/min, as determined using a Victoreen model 570 condenser R meter with a 250r chamber. After dose administration, mice were housed in micro-isolator cages until the time of sacrifice and blood draw.

No significant changes in cell death or constitution of white blood cells were observed after irradiation.

### Blood Collection and RNA isolation

Blood was collected by cardiac puncture at the time of euthanasia at days 1 and 7 post-irradiation. Each sample (~0.4 ml blood) was added to a 15 ml centrifuge tube that contained 1.6 ml of PAXgene Blood RNA stabilization and lysis solution (PreAnalytix GmBH, catalog # 762165) and mixed thoroughly, while a small amount of blood was added to anti-coagulant containing tubes for blood count using a Genesis hematology system (Oxford Science). After collection was complete, blood was mixed gently but thoroughly and the tubes were incubated at 4 °C for 24 h. Blood samples were allowed to reach room temperature for 2 h before proceeding to RNA isolation. RNA was purified following the PAXgene RNA kit recommendations with on-column DNase I treatment. Globin RNA was reduced using the Ambion GLOBINclear-mouse/rat kit (Thermofisher). RNA yields were quantified using the NanoDrop ND1000 spectrophotometer (Thermofisher) and RNA quality was checked by the 2100 Bioanalyzer (Agilent). High quality RNA with an RNA integrity number of at least 7.0 was used for microarray hybridization.

### Microarray hybridization and data analysis

Cyanine-3 labeled cRNA was prepared using the One-Color Low input Quick Amp Labeling kit (Agilent). Dye incorporation and cRNA yield were measured with a NanoDrop ND1000 spectrophotometer (Thermofisher). Labeled cRNA was fragmented and hybridized to Agilent Mouse Gene Expression 4x44K v2 Microarray Kit (G4846A). Slides were scanned with the Agilent DNA microarray scanner (G2505B) and the images were analyzed with Feature Extraction software (Agilent) using default parameters for background correction and flagging non-uniform features.

Background-corrected hybridization intensities were imported into BRB-ArrayTools, version 4.5.0, log_2_-transformed and median normalized. Non-uniform outliers or features not significantly above background intensity in 25% or more of the hybridizations were filtered out. In addition, a minimum 1.5-fold change in at least 20% of the hybridizations was set as a requirement. Furthermore, probes were averaged to one probe per gene and duplicate features were reduced by selecting the one with maximum signal intensity. A final set of 16,489 features was used in subsequent analyses. The microarray data is available through the Gene Expression Omnibus with accession number GSE85323.

Class comparison was conducted in BRB-ArrayTools to identify genes differentially expressed (*p* < 0.001) between radiation exposed samples and time-matched unirradiated controls using a random variance *t*-test [17]. Time-matched controls were also compared with each other but no significantly differentially expressed genes (FDR > 0.05) were found. Genes with *p*-values less than 0.001 were considered statistically significant. The false discovery rate (FDR) was estimated for each gene by the method of Benjamini and Hochberg [18], to control for false positives. All genes used in this analysis had a FDR of less than 0.05.

Hierarchical clustering of microarray gene expression data was performed with the Dynamic Heatmap Viewer of the BRB-ArrayTools software using a one minus correlation metric and average linkage. Genes differentially expressed following exposure to 1 Gy neutron, and 1 and 4 Gy x-ray at either day 1 or day 7 post-irradiation (a total of 494 probesets) were used to construct the heatmap.

### Gene ontology analysis

Lists of genes that were either significantly overexpressed or underexpressed compared with controls were imported separately into the Database for Annotation, Visualization, and Integrated Discovery (DAVID), version 6.7 [19], to identify enriched biological processes and gene ontology (GO) terms using the functional annotation tool. Benjamini corrected *p* values of < 0.05 were considered significant. To construct Tables 2, 3, and 4, redundant GO terms were grouped using the REVIGO software [20].

### Quantitative RT-PCR

cDNA was prepared from total globin-cleared RNA using the High-Capacity cDNA Archive kit (Thermofisher). Quantitative real-time PCR (qRT-PCR) was performed for five genes (*Ube2c*, *Fzr1*, *Ccna2*, *Cdc25b*, and *Nusap1)* using Taqman assays (Thermofisher). *Fzr1* (Mm00517239_m1), *Ccna2* (Mm00438063_m1), *Cdc25b* (Mm00499136_m1), *Nusap1* (Mm00505601_m1) were pre-designed validated assays. Mouse *Ube2c* primers were designed using the PrimerQuest Tool (Integrated DNA Technologies), and the sequences were as follows: forward primer, CTGCTAGGAGAACCCAACATC; reverse primer: GCTGGAGACCTGCTTTGAATA; and probe: CTTTGAACACACACGCTGCGGAAC. A β-actin assay (Mm00607939_s1) was also performed alongside as control. The gene expression validation experiments were conducted with 20 ng cDNA using Universal PCR Master Mix (Thermofisher) in an ABI 7900 Real Time PCR system. After an initial activation at 50 °C for 2 min and 95 °C for 10 min, the PCR reaction was performed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. Relative fold-induction was calculated by the 2^-ΔΔCT^ method [21], using SDS version 2.3 (Thermofisher). Data were normalized to *β-actin* gene expression levels.

## Results

### Microarray experiments

Mice were either sham-irradiated or exposed to 0.25 Gy or 1 Gy of neutron irradiation or 1 Gy or 4 Gy of x-ray irradiation.. All animals remained in apparent good health, with no adverse events noted during the course of the study. Total blood counts were within the normal range in controls and all animals prior to irradiation and at days 1 and 7 post irradiation.

Global gene expression was measured in the blood of mice sacrificed 1 and 7 days post-irradiation using Agilent Whole Mouse Genome Microarrays. 

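Each array holds the labelled blood RNA of 1 mouse, hybridized with a single dye, and the values analysed here start from the background-corrected signal and the quality flags that the scanner's feature extraction software gave for each of its 44397 spots. Of these spots, 43020 carry probes for transcripts, with 39429 different probes among them, and 1377 are control spots. The arrays of days 1 and 7 number 56, in 10 groups. The unirradiated controls were 5 mice at day 1 and 6 at day 7, the 0.25 Gy neutron groups 6 and 5, the 1 Gy neutron groups 6 and 6, the 1 Gy x-ray groups 6 and 5, and the 4 Gy x-ray groups 5 and 6. For 0.25 Gy neutrons at day 7, 5 arrays were analysed here. The number of mice limits the precision of every value. Signal over background differed between the groups. Among the controls, 54.8 to 63.4% of the spots were well above background at day 1 (median 55.7%) and 54.3 to 63.9% at day 7 (median 62.5%). After 0.25 Gy neutrons the range was 55.9 to 63.0% at day 1 (median 59.8%) and 49.5 to 58.2% at day 7 (median 54.1%), and after 1 Gy neutrons 60.8 to 63.0% at day 1 (median 62.1%) and 40.2 to 50.3% at day 7 (median 45.8%). After 1 Gy x-rays it was 53.5 to 64.6% at day 1 (median 62.0%) and 52.8 to 58.8% at day 7 (median 56.7%), and after 4 Gy x-rays 55.7 to 65.6% at day 1 (median 59.2%) and 59.3 to 67.3% at day 7 (median 64.3%). The median intensity of the spots was 9.52 to 16.9 on the 1 Gy neutron arrays of day 7 and 32.2 to 50.5 on the control arrays of that day. The signal was put on the log2 scale, control spots and spots marked as non-uniform or as population outliers were left out, the spots of each probe were averaged, and each array was centred on its median over the 19808 probes that passed the detection filter. That filter kept probes marked as non-uniform, as outliers or as not well above background on under 25% of the arrays of days 1 and 7, and the dim spots of a probe that passed kept their values. As in the methods, a probe also had to differ at least 1.5-fold from its own median on at least 20% of the arrays, which 12556 probes did. The brightest probe stood for each gene, so that 10863 genes were tested. Each irradiated group was compared with the controls of the same day by limma's moderated test, 2-sided, on those groups alone, and a gene was counted as differentially expressed at p below 0.001 and a Benjamini-Hochberg false discovery rate (FDR) below 0.05. Changes are given as log2 fold changes, irradiated minus control, with their standard error (SE). Because each array is centred on its own median, a log2 fold change is relative to the typical detected transcript of the same array.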

Class comparison using BRB-ArrayTools identified a total of 7285 and 5045 genes differentially expressed (*p* < 0.001, false discovery rate (FDR) < 5%) between unirradiated controls and neutron or x-ray exposed samples, respectively (Additional file 1). 

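Genes called in any neutron group, at either dose and on either day, numbered 5251, and genes called in any x-ray group 4995, out of 10863 tested. Both totals moved with the processing. Among genes called in any neutron group, centring on the spike-in controls gave 11946 and normexp background correction 1871, and among genes called in any x-ray group the same settings gave 5470 and 1547.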

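At day 1, 1900 genes were differentially expressed after 1 Gy neutrons, 831 after 1 Gy x-rays, 3813 after 4 Gy x-rays and 1 after 0.25 Gy neutrons. The counts at day 7 were 4166, 434, 1907 and 3 in the same order. At 0.25 Gy, 1841 genes at day 1 and 2567 at day 7 had an unadjusted p below 0.05, and 67 and 176 passed p below 0.001 without the limit on the FDR. The gene at 0.25 Gy and day 1 was Ap2b1 (probe A_55_P2074317), an adaptor subunit of clathrin coats, with a log2 fold change of -3.65 (SE 0.34, adjusted p = 0.00105), lower in 6 of 6 mice than in every control mouse. The 3 genes at day 7 were B230398E01Rik (2.22, SE 0.26, adjusted p = 0.025), A4galt (1.21, SE 0.15) and F9 (1.18, SE 0.16), and the last pair were chosen for mention after their values were seen. Single mice moved several counts by more than 1.5-fold. Without replicate 5 of the day 1 controls, 1097 genes were called after 1 Gy neutrons and 411 after 1 Gy x-rays. Without replicate 2 of the 1 Gy x-ray mice of day 7, 261 were called there. At 0.25 Gy, the count reached 34 at day 1 without replicate 3 of the irradiated mice. At day 7 it was 0 by limma in 6 of the 11 fits that left out 1 mouse (2191 at p below 0.05 without replicate 3 of the controls) and 311 without replicate 2 of the controls, and B230398E01Rik was called in 5 of the 11. The radiation types were also compared with each other at the same day. Between 1 Gy neutrons and 1 Gy x-rays, 983 genes differed at day 1 and 2496 at day 7. Between 1 Gy neutrons and 4 Gy x-rays, 6 genes differed at day 1, with 2004 at an unadjusted p below 0.05, and 4553 at day 7. With the scan date as a block, 1089 genes were called after 1 Gy neutrons at day 1 and 1592 at day 7, where 4 and 1 of the irradiated arrays share a date with controls. The x-ray arrays share none with controls, and with the date as a random block 3 genes (1921 at an unadjusted p below 0.05) were called after 1 Gy x-rays at day 1. The counts were 4393 after 4 Gy x-rays at day 1 and 746 after 1 Gy x-rays at day 7. Such a block cannot remove a date effect where no date is shared. For the last 2 counts the fitted correlation within dates was negative (-0.041 and -0.059) and the counts rose, so that neither is adjusted for the date. For 4 Gy x-rays at day 7 each group was scanned on a date of its own, so that date and exposure cannot be told apart, and at 0.25 Gy all arrays of a day were scanned on a single date. Between 1 Gy neutrons and 1 Gy x-rays the block left 0 genes by limma at day 1 (1882 at p below 0.05) and 812 at day 7, and between 1 Gy neutrons and 4 Gy x-rays 1 and 2164.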

The number of differentially expressed genes varied with time, dose, and radiation quality (Table 1). Following neutron exposures, genes were predominantly down-regulated, with nearly all differentially expressed genes being under expressed on day 7 post-exposure. 

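After 1 Gy neutrons, 756 genes were higher and 1144 lower at day 1, so that 60.2% of the differentially expressed genes were lower. At day 7, 2723 were higher and 1443 lower, or 34.6% lower, relative to the median detected transcript of each array. Both shares depended on that reference. Under spike-in centring 1546 genes were higher and 221 lower at day 1. The share at day 7 was 50.9% under quantile normalization between arrays, 60.4% with dim spots set to missing and 99.2% with centring on the spike-in controls, and the median log2 change over the genes tested in both settings moved from 0.30 to 0.03, 0.01 and -1.80. At 0.25 Gy, the single gene of day 1 was lower and all 3 genes of day 7 were higher. At p below 0.001 without the FDR limit, 15 genes were higher and 52 lower at day 1, and 170 were higher and 6 lower at day 7. The last balance turned as well, to 1 gene higher and 5682 lower under spike-in centring. Among called genes with all irradiated mice on one side of all controls and a probe well above background on every array of at least 1 group, the largest rise at 1 Gy and day 1 was in Slfn4, a Schlafen family gene (log2 fold change 4.62, SE 0.42, adjusted p = 4.61e-05). The largest fall was in a transcript listed as ENSMUST00000192250 (-4.30, SE 0.34, adjusted p = 3.6e-05). At day 7 the largest rise was in Gm5106 (6.55, SE 0.87, adjusted p = 2.81e-05) and the largest fall in the phospholipase gene Pla2g2d (-3.46, SE 0.26, adjusted p = 5.86e-07).

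**Figure D1:**
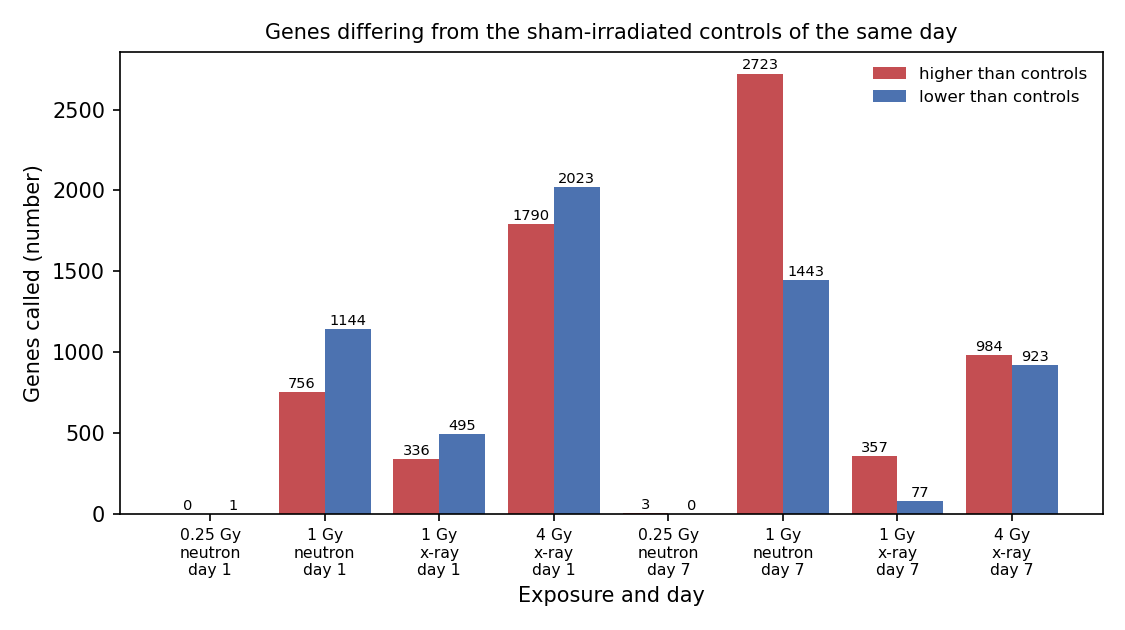
Number of genes with higher (left bar) and lower (right bar) expression than the controls of the same day, for each dose, radiation type and day, at p below 0.001 and FDR below 0.05. At day 7 after 1 Gy neutrons, 2723 genes were higher and 1443 lower with each array centred on its median, a balance that flips with centring on the spike-in controls, where 93 were higher and 11175 lower.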

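Of the genes called at day 1 after 1 Gy x-rays, 336 were higher and 495 lower than in controls (59.6% lower), and after 4 Gy x-rays 1790 were higher and 2023 lower (53.1% lower). At day 7 the counts were 357 and 77 after 1 Gy (17.7% lower) and 984 and 923 after 4 Gy (48.4% lower). The balance also depended on the reference. Under spike-in centring 34.7% after 1 Gy and 33.8% after 4 Gy were lower at day 1, and at day 7 after 1 Gy 7 genes were higher and 2150 lower. Under the rule used for neutrons, the largest rise at day 1 after 1 Gy was in Cdkn1a, the cell cycle inhibitor p21 (log2 fold change 3.11, SE 0.28, adjusted p = 4e-04), and the largest fall in the erythroid ankyrin gene Ank1 (-3.37, SE 0.43, adjusted p = 0.00134). At day 7 they were in Gm5106 (5.06, SE 0.73, adjusted p = 0.00288) and the adenosine receptor gene Adora2a (-2.59, SE 0.51, adjusted p = 0.0115). After 4 Gy, the acute-phase gene Saa1, which the liver also expresses, rose most at day 1 (7.74, SE 0.95, adjusted p = 6.32e-05), and all 5 irradiated mice of that group carried high levels of liver transcripts. Pla2g2d fell most on both days. At day 1 it was not well above background on any of the 5 irradiated arrays and was at least 159-fold lower. At day 7 its log2 fold change was -5.23 (SE 0.22, adjusted p = 9.12e-09). The glutathione transferase gene Gstt1 rose most at day 7 (5.56, SE 0.32, adjusted p = 7.67e-08).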

Up- and down-regulated genes were more evenly divided after x-ray exposure.

**Table 1:** Differentially expressed genes

Neutron				X-rays			
Sample	Up	Down	Total	Sample	Up	Down	Total
N025d1	15	31	46	X1d1	378	387	765
	33%	67%			49.50%	50.50%	
N025d7	17	674	691	X1d7	167	396	563
	2.50%	97.50%			30%	70%	
N1d1	885	1071	1956	X4d1	1389	2188	3577
	45%	55%			39%	61%	
N1d7	614	5612	6226	X4d7	1094	491	1585
	10%	90%			69%	31%	

Significantly differentially expressed genes in mouse blood after neutron or x-ray treatment relative to unirradiated controls (*p* < 0.001). Percent of upregulated and downregulated genes are shown. N025d1: 0.25 Gy neutron, day 1; N025d7: 0.25 Gy neutron, day 7; N1d1: 1 Gy neutron, day 1; N1d7: 1 Gy neutron, day 7; X1d1: 1 Gy X-rays, day 1; X1d7: 1 Gy X-rays, day 7; X4d1: 4 Gy X-rays, day 1; X4d7: 4 Gy X-rays, day 7

We also sought to determine the extent to which neutrons and x-rays share common differentially expressed genes. 

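The comparisons with neutrons and with x-rays at a given day share their control mice, so that chance differences among those controls enter both. The overlaps were therefore set beside 100 simulated draws, in which unchanged groups shared simulated controls. Every array of a draw, controls included, held normal noise with each gene's own spread, drawn independently for each gene. No gene was called in both simulated groups in any draw, and at p below 0.001 without the FDR limit the mean number shared was at most 0.51 and the highest 4. The draws leave out any variation that genes share from mouse to mouse, so they cannot give the number of genes that shared controls add. Nor do they give the chance overlap of 2 long lists of genes. Over the genes tested, the log2 fold changes at day 1 had a correlation of 0.799 between 1 Gy neutrons and 1 Gy x-rays and 0.937 between 1 Gy neutrons and 4 Gy x-rays, where the simulated unchanged groups gave means of 0.547 and 0.522. The correlations at day 7 were 0.656 and 0.293, with simulated means of 0.478 and 0.501. These are correlations across genes, which are not independent replicates.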

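At day 1, 470 genes were differentially expressed after both 1 Gy neutrons and 1 Gy x-rays, 210 higher in both and 260 lower in both, none in opposite directions. They made up 24.7% of the neutron genes and 56.6% of the x-ray genes. At day 7, 410 genes were shared, 336 higher in both and 74 lower in both, or 9.8% of the neutron genes and 94.5% of the x-ray genes. Without replicate 5 of the day 1 controls 201 genes were shared at day 1, and without replicate 2 of the 1 Gy x-ray mice 250 at day 7. With normexp background correction the overlap was 4 at day 1 and 38 at day 7. With the scan date as a block, a random one for the x-rays, it was 3 at day 1.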

Venn diagrams revealed the overlap of differentially expressed genes after 1 Gy neutron or x-ray irradiation to be, for neutron, 20.1% and 7.8% at days 1 and 7, respectively, and, for x-rays, 51.5% and 79.7% at days 1 and 7, respectively. 

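At day 1, 1587 genes were differentially expressed after both 1 Gy neutrons and 4 Gy x-rays, 562 higher and 1025 lower in both. They made up 83.5% of the neutron genes and 41.6% of the x-ray genes. Without replicate 5 of the day 1 controls, 872 were shared, and with the scan date as a block, a random one for the x-rays, 985. At day 7, 1067 genes were shared, or 25.6% of the neutron genes and 56.0% of the x-ray genes. Of these, 440 were higher in both, 538 were lower in both and the others moved in opposite directions.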

Comparing the overlap of differentially expressed genes between 1 Gy neutron and 4 Gy x-rays, we found the percentages to be 73.9%, 11.7% (neutron) and 40.4%, 46.1% (x-rays) at days 1 and 7, respectively (Fig. 1). 

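At day 1, 421 genes were differentially expressed after 1 Gy neutrons, 1 Gy x-rays and 4 Gy x-rays, 171 of them higher and 250 lower in all 3 exposures. At day 7, 221 were shared, 152 higher and 69 lower. Without replicate 5 of the day 1 controls 175 genes were shared at day 1, and without replicate 1 of the day 7 controls 146 at day 7. With the scan date as a block, a random one for the x-rays, 3 were shared at day 1.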

In all, 272 genes were common to the response to 1 Gy neutrons and both 1 and 4 Gy x-rays at day 1 after exposure, and 256 were common to all three conditions at day 7 after exposure. Hierarchical clustering of these most consistently responsive genes was visualized as a heat map to compare the relative expression across samples (Fig. 2). 

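Arrays of the same condition had a median pairwise correlation of 0.965 over the filtered probes, against 0.916 between arrays of different conditions. The change between the days was tested for each exposure as the effect at day 7 minus the effect at day 1, in a limma fit of the irradiated and control mice of both days. After 1 Gy neutrons this difference passed p below 0.001 and FDR below 0.05 for 3116 genes, 2329 of them with the higher effect at day 7. The counts were 2429 after 4 Gy x-rays, with 1349 higher at day 7, 943 after 1 Gy x-rays, with 742 higher, and 143 after 0.25 Gy neutrons, with 134 higher. For the lower doses the direction turned with the scale of the arrays. Under spike-in centring the effect was higher at day 7 for 148 of 11619 genes after 1 Gy neutrons, 95 of 2160 after 1 Gy x-rays and 2 of 2209 after 0.25 Gy neutrons, and with dim spots set to missing for 1486 of 3509 after 1 Gy neutrons. After 4 Gy x-rays it was higher for 1438 of 3342 without the detection filter. With single mice left out, the count at 0.25 Gy ranged from 5 (without replicate 1 of the day 1 controls, among others) to 269 (without replicate 2 of the day 7 controls).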

Patterns of differential expression were seen to vary by radiation quality and dose, and by time since exposure, showing general consistency between replicates. Control samples showed no obvious differences in expression between days 1 and 7.

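Between the 6 control mice of day 7 and the 5 of day 1, 563 genes differed at the same thresholds, 367 higher and 196 lower at day 7. Leaving out single mice moved the count between 235 (without replicate 1 of the day 1 controls) and 1097 (without replicate 3 of the day 7 controls). The arrays of the control groups were scanned on different dates, so that day and scan date cannot be told apart. The mean level of 42 genes typical of hepatocytes was also higher in each of the day 1 controls, at -1.86 to 5.50 on the log2 scale, than in the day 7 controls, at -5.03 to -3.33. With that level as a covariate no gene was called by limma, and 1584 had an unadjusted p below 0.05. Group and level go together so closely (r = -0.84 over the 11 mice) that the fit cannot separate them.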

**Fig. 1:**
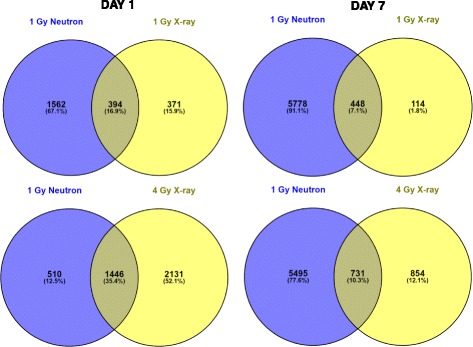
Differentially expressed genes. Venn diagram showing overlap patterns of genes that are differentially expressed at days 1 and 7 in response to 1 Gy neutron vs. 1 or 4 Gy x-ray irradiation

**Fig. 2:**
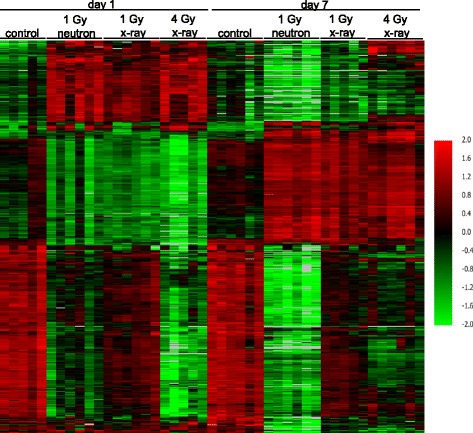
Heat map illustrating relative gene expression at days 1 and 7 post-irradiation. Hierarchical cluster analysis was performed on 494 probesets responding to both 1 Gy neutrons and 1 and 4 Gy x-rays relative to unexposed controls at either 1 or 7 days after exposure. *Red* indicates high expression, *green* indicates low expression as indicated in the color key. Each row represents one gene and each column represents an individual mouse, ordered by exposure dose and radiation type as labeled in the figure

Finally, we searched for genes with sustained differential expression at both day 1 and day 7. The higher doses produced the most sustained responses, with 1105 genes differentially expressed at both times after 1 Gy neutron and 555 after 4 Gy x-ray exposure. 

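After 1 Gy neutrons, 816 genes were differentially expressed at both days. Of these, 545 were lower at both, 105 higher at both, 155 lower at day 1 and higher at day 7, and 11 the reverse. For 4 Gy x-rays there were 949, with 518 lower at both days, 293 higher at both, 115 lower and then higher, and 23 the reverse. If the calls of the 2 days were independent of each other, the numbers of genes called would give 729 shared genes after 1 Gy neutrons and 669 after 4 Gy x-rays. The count after 1 Gy neutrons was 528 without replicate 5 of the day 1 controls and 218 with the scan date as a block.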

Only 2 genes were regulated at both times after 0.25 Gy neutrons, and 110 after 1 Gy x-ray exposure. 

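No gene was differentially expressed at both days after 0.25 Gy neutrons by limma's test. After 1 Gy x-rays 119 genes were called at both days, where independent calls would give 33.2. Of these, 105 were lower at day 1 and higher at day 7, 12 lower at both and 2 higher at both. The count was 74 without replicate 5 of the day 1 controls and 0 with normexp background correction. The x-ray arrays share no date with their controls, so that the scan date was fitted as a random block. The count was also 0 there.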

Thirty-four genes were common to both times after 1 Gy neutron and 1 and 4 Gy x-ray exposure (Fig. 3a). Of these genes, 25 were uniformly downregulated. 

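Genes called at both days after all of 1 Gy neutrons, 1 Gy x-rays and 4 Gy x-rays numbered 22. The count fell to 8 without replicate 5 of the day 1 controls and rose to 45 without replicate 4 of the 1 Gy neutron mice of day 1. Under normexp background correction it was 0, and under quantile normalization 39.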

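Of the 22 genes, 12 were lower than controls at both days in all 3 exposures, and the other 10 were lower at day 1 and higher at day 7.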

Interestingly, the remaining nine genes showed a bi-directional temporal response to irradiation. These genes were downregulated at day 1 post-irradiation, whereas they were upregulated at day 7 (Fig. 3b). 

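The 10 genes with a change of direction were E2f2, Mta3, Mtmr3, Slc25a51 and Wdr26, which are among the 9 genes of Fig. 3b, and Ago2, Ank1, Cir1, Yod1 and a transcript listed as ENSMUST00000140182. The other 4 genes of Fig. 3b, Anp32e, Bsdc1, Eif5 and Ubac1, changed in the same directions and fell short of the thresholds in at least 1 comparison. The number of such genes depended on single mice and on the processing. It was 2 without replicate 5 of the day 1 controls, 33 without replicate 4 of the 1 Gy neutron mice of day 1, 21 under quantile normalization between arrays, with 8 of the 9 genes among them, and 0 under spike-in centring and under normexp background correction.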

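All 9 genes of Fig. 3b were lower than controls at day 1 and higher at day 7 in each of the 3 exposures. At day 1, 8 of them were called after 1 Gy neutrons, 8 after 1 Gy x-rays and 9 after 4 Gy x-rays. The numbers at day 7 were 9, 9 and 5, those not called after 4 Gy x-rays being Anp32e, Bsdc1, Eif5 and Ubac1. The largest rise at day 7 was in Wdr26 after 1 Gy neutrons, with a log2 fold change of 3.58 (SE 0.31, adjusted p = 1.22e-06). The largest fall at day 1 was in Slc25a51 after 4 Gy x-rays (-3.09, SE 0.26, adjusted p = 5.64e-06), and its value at day 7 was 1.33 (SE 0.24, adjusted p = 0.001). In Mta3, 3 probes were detected and did not move alike, from -0.06 to 2.6 after 1 Gy neutrons at day 7. The change from day 1 to day 7 was itself past the thresholds for each gene and exposure, between 2.46 (Mta3, 1 Gy x-rays) and 5.18 (Slc25a51, 1 Gy neutrons) on the log2 scale, with the largest adjusted p, 0.000213, for Ubac1 after 1 Gy x-rays. Averaged over the 9 genes, the level per mouse was 4.096 ± 0.30 (SD, n = 5) in the day 1 controls. It was 2.59 ± 0.63 (n = 6) after 1 Gy neutrons, 2.66 ± 0.45 (n = 6) after 1 Gy x-rays and 1.97 ± 0.36 (n = 5) after 4 Gy x-rays (exact permutation test, 2-sided, p = 0.00433, 0.00433 and 0.00794). At day 7 the controls had 4.08 ± 0.27 (n = 6), and the irradiated mice 7.11 ± 0.48 (n = 6), 5.69 ± 0.38 (n = 5) and 5.23 ± 0.46 (n = 6), with an exact p of 0.00216 for each. The level at day 7 after 0.25 Gy neutrons was 4.90 ± 0.33 and higher in 5 of 5 mice than in all controls (exact p = 0.00216). Within groups, this average followed the mean level of 48 reticulocyte genes, a list written by hand (Pearson's r = 0.959 and Spearman's rho = 0.952 over 56 mice, permutation p = 1e-05 for each, the smallest that 100000 permutations can give). The adjusted p over the 2 relations of this kind was 1e-05 as well. Without the 2 mice farthest from the median, r was 0.955, and within scan dates 0.954. With 10000 random lists of genes of like brightness in place of the 48 reticulocyte genes, the highest r was 0.905.

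**Figure D2:**
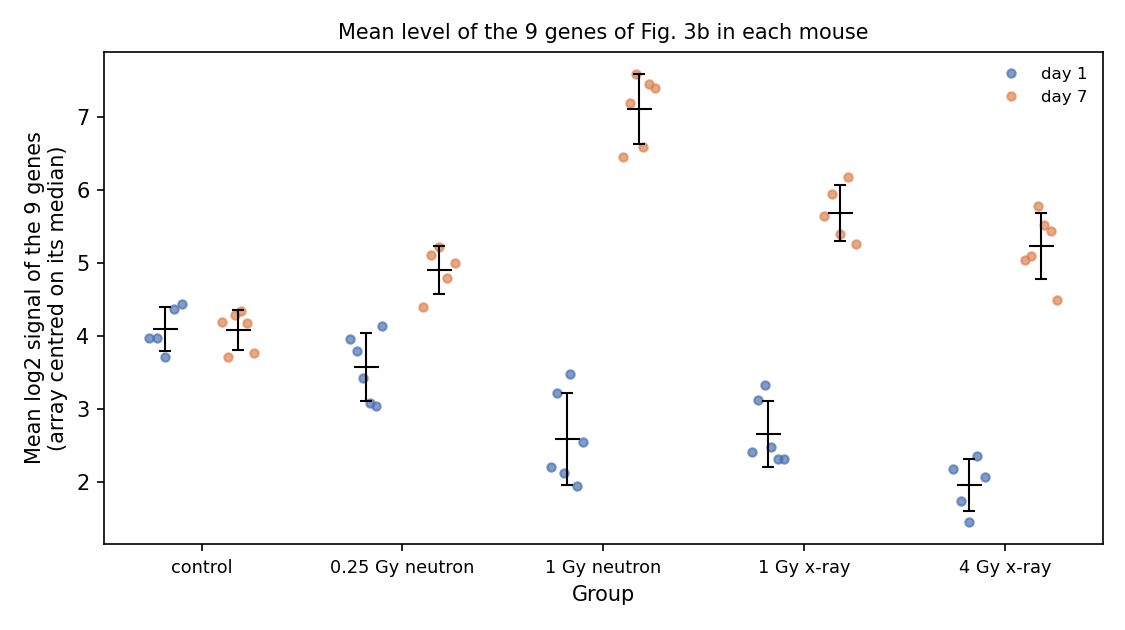
Mean log2 level of the 9 genes of Fig. 3b in each mouse (points), with the group mean and SD, by exposure at days 1 and 7, relative to the median detected transcript of each array. All irradiated mice of the 1 and 4 Gy groups lie below all controls at day 1 and above all controls at day 7.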

One of the genes temporally regulated was *E2f2* (Fig. 3b), a member of the E2F family of transcription factors that play important roles in the control of the cell cycle. 

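E2f2 (probe A_51_P368009) had a log2 fold change of -1.71 (SE 0.37, adjusted p = 0.00411) at day 1 and 3.07 (SE 0.23, adjusted p = 5.71e-07) at day 7 after 1 Gy neutrons. After 1 Gy x-rays the values were -1.73 (SE 0.28) and 1.41 (SE 0.22), and after 4 Gy x-rays -2.63 (SE 0.36) and 1.04 (SE 0.23), all past the thresholds. In every case all irradiated mice lay on one side of all controls. The call at day 1 after 1 Gy neutrons held in 3 of the 11 fits that left out 1 mouse, and that at day 7 after 4 Gy x-rays in 6 of 12. The day 7 effect minus the day 1 effect was 4.79 (SE 0.44) after 1 Gy neutrons, 3.14 (SE 0.37) after 1 Gy x-rays and 3.67 (SE 0.42) after 4 Gy x-rays.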

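E2f1 had, at day 7 after 1 Gy neutrons, a log2 fold change of 0.39 (SE 0.15, adjusted p = 0.0379), or 1.31-fold, relative to the median detected transcript, and was higher in 4 of 6 mice than in every control. E2f3 and E2f4 did not pass the 1.5-fold filter, and without it E2f3 had -0.80 (SE 0.21, adjusted p = 0.00473), or 0.575-fold, and E2f4 0.14 (SE 0.21, adjusted p = 0.609), or 1.10-fold. None of these 3 was past the thresholds. The directions of E2f1 and E2f4 turn with the scale of the arrays. Under spike-in centring they were -1.64 and -1.90. Of the other members at this time point, E2f5 was lower (-1.78, SE 0.31, adjusted p = 0.00029), with its probe not well above background on any of the 6 irradiated arrays and its value at 0.96 under normexp background correction. E2f6 fell short of the thresholds (-0.61, SE 0.15, adjusted p = 0.00326). E2f7 (1.37, SE 0.31, adjusted p = 0.00178) and E2f8 (0.93, SE 0.20, adjusted p = 0.00116) were called higher, and under spike-in centring their values were -0.67 and -1.10. E2f4 was called lower at day 1 after 4 Gy x-rays (-0.90, SE 0.16, adjusted p = 0.000875).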

We also performed a search for other differentially expressed E2f factors and found that, unlike *E2f2*, *E2f1*, *E2f3*, and *E2f4* were downregulated only after 1 Gy neutron exposure at day 7, showing respectively a 0.44-, 0.18-, and 0.38-fold change from control levels. In contrast, *E2f1* and *E2f8* showed up regulation (2.38- and 2.05-fold) after 4 Gy x-rays at day 7.

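At day 7 after 4 Gy x-rays, E2f1 had a log2 fold change of 1.19 (SE 0.15, adjusted p = 8.31e-05), or 2.28-fold, and E2f8 0.98 (SE 0.19, adjusted p = 0.00157), or 1.98-fold. For both genes, 6 of 6 irradiated mice were above all 6 controls, and the calls held in each of the 12 fits that left out 1 mouse. E2f1 also differed between the control groups, by 0.75 (SE 0.17, adjusted p = 0.0195) at day 7 relative to day 1.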

**Fig. 3:**
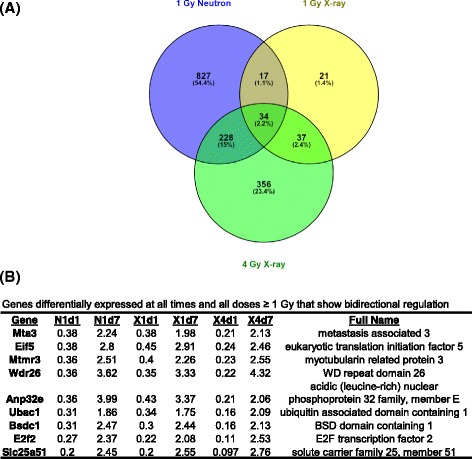
Genes differentially expressed at both times. **a**, Venn diagram showing the number of genes differentially expressed at both time points after exposure to 1 Gy neutrons or 1 or 4 Gy x-rays. **b**, list of bi-directionally regulated genes common to all conditions other than 0.25 Gy neutron (*P* < 0.001) with fold change relative to controls for each dose and time. N1d1: 1 Gy neutron, day 1; N1d7: 1 Gy neutron, day 7; X1d1: 1 Gy x-rays, day 1; X1d7: 1 Gy x-rays, day 7; X4d1: 4 Gy x-rays, day 1; X4d7: 4 Gy x-rays, day 7

### Gene ontology analysis

Differentially expressed genes were functionally classified into gene ontology categories by the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [19] analysis. Biological processes over-represented among differentially expressed genes with a Benjamini-corrected *p*-value of less than 0.05 were considered significant (Additional file 2). Radiation exposure to the lower dose of neutrons (0.25 Gy) produced few biological processes, and these were primarily related to immune system response. Therefore, we focused our analysis on the response to the higher dose exposures (1 Gy neutron and 1 Gy and 4 Gy x-rays). 

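The processes were examined here with gene lists written by hand for 28 processes and blood cell or tissue types, not with gene ontology terms. Each list was tested for over-representation among the genes called lower, and separately among those called higher, by a one-sided Fisher's exact test against all genes tested, with Benjamini-Hochberg adjustment over the lists within a comparison and direction. Over the 8 comparisons with controls, 44 of 448 tests passed an adjusted p of 0.05. With limma's camera at its preset correlation, 97 of 224 tests passed, and with fry 83 of 224, each of which covers both directions. Of the 97 camera calls, 68 were also past 0.05 under fry in the same direction, none of those at 0.25 Gy. After 0.25 Gy neutrons, where 1 gene at day 1 and 3 at day 7 were called, no list passed Fisher's test. The lists were also averaged per mouse. These mean levels took all detected genes of a list, and Fisher's test only those past the 1.5-fold filter. The DNA replication list had 50 genes for the mean level and 30 for the test, and the RNA splicing list 93 and 32. The mean level of 30 B cell genes was 1.93 ± 0.85 (SD, n = 6) at day 1 and 2.82 ± 0.31 (n = 5) in controls, a difference of -0.89 that was below all controls in 4 of 6 mice (exact permutation test, 2-sided, p = 0.0195, adjusted p = 0.0503). For 13 genes of MHC class II antigen presentation the difference was -0.76, below all controls in 4 of 6 mice as well (adjusted p = 0.0503). Without replicate 5 of the irradiated mice these differences were -0.55 and -0.44. At day 7 they were -0.06 and -0.19, with adjusted p of 0.711 and 0.190.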

The top biological processes among differentially expressed genes were related to immune system response, which was significantly enriched among genes downregulated in response to both 4 Gy of x-rays and 1 Gy neutron irradiation after 1 and 7 days, and after 1 Gy x-rays at day 1.

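Among the genes lower at day 1 after 1 Gy neutrons were 25 of 30 B cell genes (adjusted p = 6.81e-19, one-sided Fisher's exact test), 11 of 12 genes of MHC class II antigen presentation (adjusted p = 2.57e-09) and 9 of 29 T cell genes (adjusted p = 0.0102). After 4 Gy x-rays they were 29 of 30 (adjusted p = 3.97e-19), 12 of 12 (adjusted p = 1.58e-08) and 19 of 29 (adjusted p = 2.58e-07), and after 1 Gy x-rays 14 of 30 B cell genes (adjusted p = 1.44e-10) and 6 of 12 MHC class II genes (adjusted p = 5.92e-05). At day 7 the B cell list stood at 23 of 30 after 1 Gy neutrons (adjusted p = 1.31e-13), 27 of 30 after 4 Gy x-rays (adjusted p = 7.67e-25) and 7 of 30 after 1 Gy x-rays (adjusted p = 3.4e-08), and the MHC class II list at 10 of 12, 10 of 12 and 2 of 12. No T cell list passed at day 7. The B cell genes with the smallest p at day 1 after 1 Gy neutrons were Fcer2a (log2 fold change -3.87), Cr2 (-3.53) and Fcrl1 (-2.73), and Ciita had -3.33. With 4 Gy x-rays, Fcer2a had -6.56 and Cr2 -5.56 (SE 0.21). The mean level of the B cell genes was lower in every mouse of these 6 groups than in every control of its day. The difference was -2.31, -0.85 and -3.63 at day 1 after 1 Gy neutrons, 1 Gy x-rays and 4 Gy x-rays, and -1.80, -0.64 and -2.46 at day 7 (exact permutation tests, each at the smallest p its groups allow, 0.00216, or 0.00794 for 4 Gy at day 1).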

A significant class of biological processes among downregulated genes responding to both x-rays (Table 2) and, particularly, neutrons (Table 3) was the one related to DNA and RNA metabolism and processing. 

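Among the genes lower at day 1 after 4 Gy x-rays were 7 of 32 RNA splicing genes (adjusted p = 0.772, one-sided Fisher's exact test) and 6 of 17 RNA transport genes (adjusted p = 0.203). After 1 Gy neutrons they were 7 of 32 (adjusted p = 0.115) and 4 of 17 (adjusted p = 0.224), with 13 of 62 ribosomal protein genes (adjusted p = 0.0394). As a mean level per mouse, the splicing list was lower than in controls by -0.38 on the log2 scale after 1 Gy neutrons (6 of 6 mice below all controls, exact p = 0.00216) and by -0.39 after 4 Gy x-rays (5 of 5 mice, exact p = 0.00794). Its difference after 1 Gy x-rays was -0.06 (exact p = 0.53), and -0.12 without replicate 4 of the controls.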

In the x-ray data, biological processes such as DNA replication and regulation of transcription were significant only among genes downregulated on day 1 after 4 Gy of x-rays. 

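Among the genes lower at day 1 after 4 Gy x-rays were 14 of 30 DNA replication genes (adjusted p = 0.00194, one-sided Fisher's exact test), and the mean level of the list was lower in 5 of 5 mice than in all controls, by -0.52 on the log2 scale. At day 7 after 4 Gy x-rays, 8 of the 30 were among the higher genes (adjusted p = 0.0237), led by Pole3 (log2 fold change 1.72, SE 0.15), and the list differed by 0.20. The list differed after 1 Gy x-rays by 0.05 at day 1 and by -0.04 at day 7 (exact permutation tests, p = 0.548 and 0.848), and with single mice left out by -0.01 to 0.07 and by -0.19 (without replicate 5) to 0.02.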

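At day 1 after 1 Gy neutrons, 12 of 30 DNA replication genes were among the lower genes (adjusted p = 0.000233, one-sided Fisher's exact test). The mean level of the 50 detected genes of the list was lower in 6 of 6 mice than in all controls, by -0.41 on the log2 scale. The DNA polymerase delta gene Pold1 had a log2 fold change of -1.60 (SE 0.20) after 1 Gy neutrons and -2.39 (SE 0.21) after 4 Gy x-rays.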

The profile of DNA/RNA-related biological processes significant at day 1 after 1 Gy neutron irradiation (Table 3) was very similar to that of 4 Gy x-rays. However, at day 7, the biological processes enriched at day 1 after neutron irradiation were not only retained, but additional DNA/RNA categories became significant, again only among down-regulated genes. tRNA metabolism (GO:0006399; *p* = 1.38E-06), RNA localization (GO:0006403; *p* = 1.52E-06) and transport (GO:0050658; *p* = 3.35E-06), and noncoding RNA metabolism (GO:0034660; *p* = 2.23E-05) were among the new biological processes over-represented at day 7.

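At day 7 after 1 Gy neutrons, 10 of 30 DNA replication genes (adjusted p = 0.028), 7 of 24 genes of tRNA metabolism (adjusted p = 0.12), 4 of 17 of RNA transport (adjusted p = 0.422) and 8 of 32 of RNA splicing (adjusted p = 0.166) were among the lower genes by Fisher's exact test. As mean levels per mouse, the tRNA list was lower by -0.56 on the log2 scale, RNA transport by -0.44, RNA splicing by -0.28 and DNA replication by -0.29. For each list, 6 of 6 mice lay below all controls (exact permutation test, p = 0.00216). The tRNA and transport lists had differences of -0.18 and -0.32 at day 1. Genes within a list went both ways at day 7. The dihydrouridine synthase gene Dus2 had a log2 fold change of -1.61 (SE 0.17) and the tRNA synthetase gene Nars 1.8 (SE 0.25), while the replication ligase gene Lig1 rose (2.52, SE 0.22) and Pold1 fell (-1.62, SE 0.16). Ribosomal protein genes were higher, with 36 of 62 among the higher genes (adjusted p = 4.44e-07), a result that was lost under quantile normalization, where the adjusted p was 1.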

**Table 2:** DNA and RNA metabolism-related biological processes in response to x-ray exposure

	Term	X4d1_UP	X4d1_DN	X4d7_UP	X4d7_DN
GO:0006259	DNA metabolic process	-	3.80E-10	-	-
GO:0016071	mRNA metabolic process	-	4.06E-10	-	-
GO:0006396	**RNA processing**	-	4.40E-10	-	-
GO:0006397	**mRNA processing**	-	5.67E-10	-	-
GO:0006412	translation	-	7.39E-10	-	-
GO:0006260	DNA replication	-	0.0003	-	-
GO:0010629	negative regulation of gene expression	-	0.0136	-	-
GO:0006261	**DNA-dependent DNA replication**	-	0.0181	-	-
GO:0006310	DNA recombination	-	0.0271	-	-
GO:0040029	**regulation of gene expression, epigenetic**	-	0.0382	-	-
GO:0042127	**regulation of cell proliferation**	-	0.0396	-	0.0097

Significantly enriched biological processes among genes downregulated in response to 1 and 4 Gy x-ray irradiation at days 1 and 7. Benjamini-corrected *p* values are shown. Processes unique to x-rays are in bold. X4d1: 4 Gy X-rays, day 1; X4d7: 4 Gy X-rays, day 7. UP, upregulated; DN: downregulated

**Table 3:** DNA and RNA-metabolism related biological processes in response to neutron exposure

	Term	N1d1_UP	N1d1_DN	N1d7_UP	N1d7_DN
GO:0006396	RNA processing	-	-	-	3.27E-18
GO:0050658	**RNA transport**	-	-	-	3.35E-06
GO:0000956	**nuclear-transcribed mRNA catabolic process**	-	-	-	0.0204
GO:0006260	DNA replication	-	9.59E-06	-	2.17E-06
GO:0006399	**tRNA metabolic process**	-	-	-	1.38E-06
GO:0006412	translation	-	0.0002	-	4.55E-11
GO:0008380	**RNA splicing**	-	0.0097	-	3.21E-13
GO:0034660	**ncRNA metabolic process**	-	-	-	2.23E-05
GO:0016071	mRNA metabolic process	-	0.0145	-	9.63E-14
GO:0006259	DNA metabolic process	-	2.06E-13	-	3.11E-11
GO:0006403	**RNA localization**	-	-	-	1.52E-06
GO:0045892	negative regulation of transcription, DNA-templated	-	0.0119	-	-
GO:0016444	**somatic cell DNA recombination**	-	0.0034	-	-
GO:0006401	**RNA catabolic process**	-	-	-	0.0427
GO:0016458	**gene silencing**	-	-	-	0.0358
GO:0006310	DNA recombination	-	0.0027	-	4.15E-05
GO:0051052	**regulation of DNA metabolic process**	-	-	-	0.0047

Significantly enriched biological processes among genes downregulated in response to 1 Gy neutron irradiation at days 1 and 7. Benjamini-corrected *p* values are shown. Processes unique to neutrons are in bold. N1d1: 1 Gy neutron, day 1; N1d7: 1 Gy neutron, day 7. UP, upregulated; DN: downregulated

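The mean level per mouse after 1 Gy neutrons and after x-rays was compared with controls. Hexose metabolism was higher at day 1 after 1 Gy neutrons, by 0.43 on the log2 scale (6 of 6 mice above all controls, exact permutation test, p = 0.00216, adjusted p = 0.0115), and after 4 Gy x-rays, by 0.51 (5 of 5 mice, exact p = 0.00794, adjusted p = 0.0244). The tricarboxylic acid cycle was higher at day 1 after 4 Gy x-rays, by 1.011 (5 of 5 mice), and lower at day 7 after 1 Gy neutrons, by -0.29 (6 of 6 mice). The lipid lists, fatty acid metabolism and sterol biosynthesis, followed the level of hepatocyte genes from mouse to mouse within groups (r = 0.822 and 0.726 over 67 mice of all groups but 4 Gy x-rays at day 1).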

Arguably, the most pronounced differences in the transcriptomic profiles of blood cells after neutron and x-rays were in the area of cellular metabolism. 

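At day 1 after 1 Gy neutrons, 5 of 40 genes of fatty acid metabolism were among the higher genes (adjusted p = 1, one-sided Fisher's exact test), and the list's mean level was above controls by 1.03 on the log2 scale, a difference that did not pass adjustment (4 of 6 mice above all controls, exact permutation p = 0.0476, adjusted p = 0.102). Sterol biosynthesis differed by 0.75 (exact p = 0.13), and 5 of 17 hexose genes were among the higher genes (adjusted p = 0.069). At day 7, 4 of 40 fatty acid genes, 2 of 17 hexose genes and 0 of 24 sterol genes were among the lower genes (adjusted p = 1 for each). The mean levels differed by -0.20 for fatty acid metabolism (5 of 6 mice below all controls, exact p = 0.0108, adjusted p = 0.0313), 0.01 for hexose metabolism and 0.06 for sterol biosynthesis. Without single mice the last 2 reached -0.01 (replicates 3 and 1 of the irradiated mice), and sterol biosynthesis turned to -1.98 under spike-in centring. Within the fatty acid list, Acsl1 rose at day 7 (log2 fold change 3.26, SE 0.29) and Acsl3 fell (-1.32, SE 0.25).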

Neutron irradiation resulted in the downregulation of genes involved in metabolic processes, including coenzyme, hexose, and lipid biosynthetic processes. In contrast, exposure of mice to 1 Gy x-rays resulted in an overrepresentation of metabolic processes among up-regulated genes, especially those involved in lipid, cofactor, and vitamin biological processes (Table 4). These processes were detected at day 1, whereas they were no longer significant at day 7. 

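At day 1 after 1 Gy x-rays, 2 of 40 genes of fatty acid metabolism and 0 of 24 of sterol biosynthesis were among the higher genes (adjusted p = 1 for each, one-sided Fisher's exact test), and the lists' mean levels differed from controls by 0.54 and 0.23 on the log2 scale (exact permutation p = 0.182 and 0.535). The second was 0.40 without replicate 4 of the controls and 0.10 without replicate 5. After 4 Gy x-rays at day 1, the exposure in the legend of Table 4, 28 of the 40 and 18 of the 24 were among the higher genes (adjusted p = 2e-12 and 5.14e-09), with 10 of 16 genes of the tricarboxylic acid cycle (adjusted p = 0.000411). The mean levels were above all controls in 5 of 5 mice, by 1.85 for fatty acid metabolism and 1.58 for sterol biosynthesis (exact p = 0.00794, the smallest that 5 mice against 5 allow). The same mice carried the transcripts of liver-specific genes. The mean level of the 42 hepatocyte genes was 6.45 to 7.74 in the 4 Gy x-ray mice of day 1. Over the other 67 mice, of all groups and days, it followed the fatty acid list (Pearson's r = 0.822, Spearman's rho = 0.882, permutation p = 1e-05 for each, the smallest that the permutations can give, adjusted p = 2.7e-05 over 8 relations), with r = 0.783 without the 2 mice farthest from the median. Over the 16 control mice alone, r was 0.91 (permutation p = 0.00052) and rho 0.885. With the hepatocyte level as a covariate, 45.6% of the fatty acid difference after 4 Gy x-rays was kept (0.84, SE 0.35), where level and group go together (r = 0.77). A model with a part of each lipid gene in proportion to liver RNA, fitted to the other mice, left a difference of -0.066 (exact p = 0.452). The slope on the hepatocyte level within the other groups predicts a rise of 0.867, which is part of the 1.85.

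**Figure D3:**
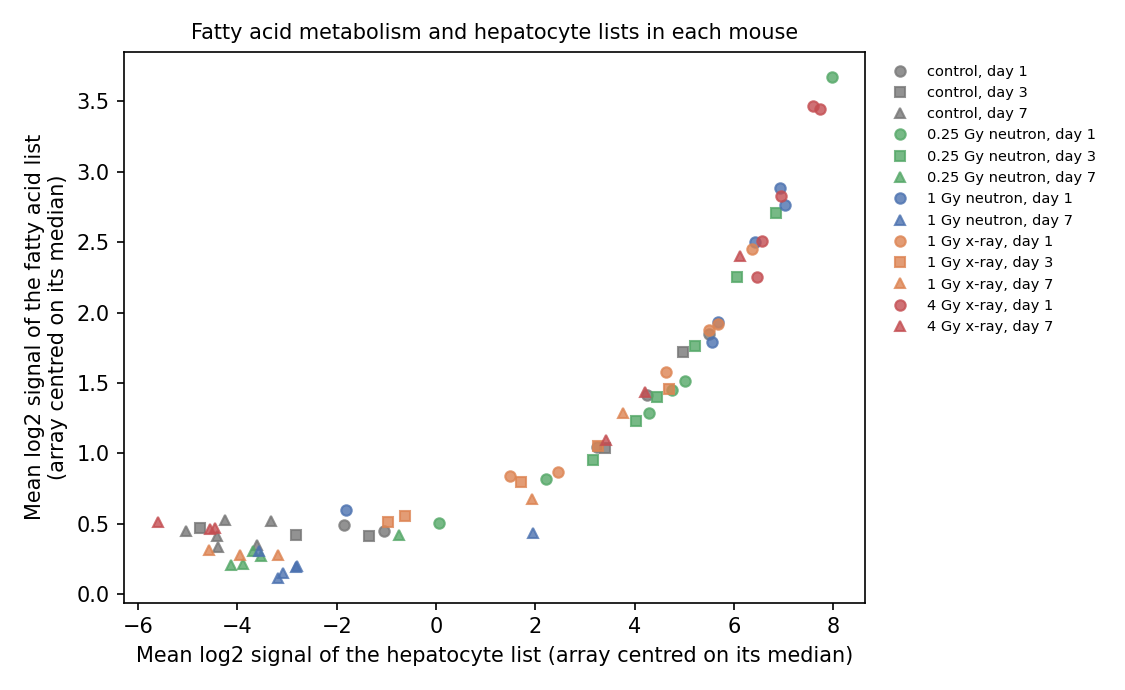
Mean log2 level of the fatty acid metabolism genes against that of the hepatocyte genes in each of the 72 mice, relative to the median detected transcript of each array, with the 4 Gy x-ray mice of day 1 marked. The 4 Gy x-ray mice lie at hepatocyte levels of 6.45 to 7.74, and mice of other groups reach 7.96.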

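At day 7, no lipid list was over-represented among the higher genes. For 4 Gy x-rays, 1 of 40 fatty acid genes and 2 of 24 sterol genes were among them (adjusted p = 1 for each). The mean levels per mouse were 0.63 (3 of 6 mice above all controls, exact permutation p = 0.0368, adjusted p = 0.0825) and 0.87 higher (6 of 6 mice, exact p = 0.00216, adjusted p = 0.0115), and the first was 0.36 without replicate 6 of the irradiated mice. Their differences after 1 Gy x-rays were 0.13 and 0.29 (exact p = 0.626 and 0.0498), and -0.05 and 0.17 without replicate 5.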

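The fatty acid genes with the smallest p at day 1 after 4 Gy x-rays were Eci2, with a log2 fold change of 2.55 (SE 0.31, adjusted p = 5.61e-05), Echs1 (2.54) and Acot2, which was lower (-1.46). Among the sterol genes they were Msmo1 (2.31, SE 0.30, adjusted p = 8.09e-05), Hsd17b7 (1.95) and Ggps1, which was lower (-2.00). In the tricarboxylic acid cycle, Idh1 had 2.26 (SE 0.33). Liver transcripts were present in the samples of all 5 irradiated mice.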

Fatty acid metabolism (GO:0006631; *p* = 1.10E-42), lipid biosynthesis (GO:0008610; *p* = 5.83E-50), and sterol (GO:0016125; *p* = 4.44E-28) and steroid (GO:0008202; *p* = 1.54E-33) metabolism were among the top enriched biological processes.

**Table 4:** Lipid-related biological processes

	Term	Benjamini
GO:0008610	lipid biosynthetic process	5.83E-50
GO:0006631	fatty acid metabolic process	1.10E-42
GO:0008202	steroid metabolic process	1.54E-33
GO:0016125	sterol metabolic process	4.44E-28
GO:0016042	lipid catabolic process	3.98E-25
GO:0006869	lipid transport	1.70E-20
GO:0010876	lipid localization	7.57E-20
GO:0055114	oxidation-reduction process	1.02E-12
GO:0044242	cellular lipid catabolic process	1.27E-09
GO:0006662	glycerol ether metabolic process	0.0010
GO:0006638	neutral lipid metabolic process	0.0010
GO:0000038	very long-chain fatty acid metabolic process	0.0012
GO:0019216	regulation of lipid metabolic process	0.0027
GO:0055088	lipid homeostasis	0.0038
GO:0006775	fat-soluble vitamin metabolic process	0.0038
GO:0042157	lipoprotein metabolic process	0.0081
GO:0006637	acyl-CoA metabolic process	0.0105
GO:0034369	plasma lipoprotein particle remodeling	0.0118
GO:0006625	protein targeting to peroxisome	0.0118
GO:0043574	peroxisomal transport	0.0118
GO:0007031	peroxisome organization	0.0119
GO:0034754	cellular hormone metabolic process	0.0148
GO:0042632	cholesterol homeostasis	0.0202
GO:0006665	sphingolipid metabolic process	0.0267

Significant lipid biosynthesis processes among genes upregulated in response to 4 Gy x-rays at day 1 with Benjamini-corrected *p* values

DNA repair pathways were also differentially regulated, showing significant enrichment among down-regulated genes, especially after neutron irradiation. Thus, mismatch repair (MMR, mmu03430; *p* = 0.04) appeared downregulated 1 day after 1 Gy neutrons, whereas at day 7, besides MMR (*p* = 0.001), base excision repair (BER, mmu03410; *p* < 0.03), nucleotide excision repair (NER, mmu03420; *p* = 0.002), and non-homologous end joining (NHEJ, mmu03450; *p* = 0.02) were downregulated, as well. In contrast, no DNA repair pathways were significant after 1 Gy x-rays, whereas MMR (*p* = 0.03) and BER (*p* = 0.03) were downregulated after 4 Gy x-rays at days 1 and 7, respectively.

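As a mean level per mouse at day 1 after 1 Gy neutrons, the lists for mismatch repair, base excision repair, nucleotide excision repair and non-homologous end joining were lower by -0.67, -0.55, -0.37 and -0.41 on the log2 scale. In each list, 6 of 6 mice lay below all controls (exact permutation test, 2-sided, p = 0.00216, adjusted p = 0.0115). The differences after 4 Gy x-rays at day 1 were -0.89, -0.68, -0.44 and -0.44, with 5 of 5 mice below all controls (exact p = 0.00794, adjusted p = 0.0244). The poly(ADP-ribose) polymerase gene Parp1 had a log2 fold change of -1.65 at day 1 after 1 Gy neutrons. Several genes sit in more than 1 of these lists and in the DNA replication list, Pold1 among them.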

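At day 1 after 1 Gy neutrons, 4 of 9 genes of mismatch repair (adjusted p = 0.0394), 8 of 18 of base excision repair (adjusted p = 0.00172), 6 of 14 of nucleotide excision repair (adjusted p = 0.0102) and 3 of 6 of non-homologous end joining (adjusted p = 0.0568) were among the lower genes by a one-sided Fisher's exact test. The numbers of day 7 were 5 of 9 (adjusted p = 0.028), 6 of 18, 5 of 14 and 3 of 6 (adjusted p = 0.12 for the last 3). The mean level per mouse at day 7 was lower by -0.65, -0.42, -0.26 and -0.97 on the log2 scale. The irradiated mice lay below all controls in 6 of 6 cases for every list except nucleotide excision repair, where 5 of 6 did (exact permutation p = 0.00433, and 0.00216 for the others). Among single genes at day 7, Mutyh (log2 fold change -1.43, SE 0.14), Prkdc (-1.25, SE 0.17) and Mlh3 (-1.49, SE 0.21) fell, and the ubiquitin ligase gene Cul4a rose (2.75, SE 0.26).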

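No repair list after 1 Gy x-rays was over-represented among the lower genes on either day, and the largest difference in mean level per mouse that passed adjustment was -0.14 for base excision repair at day 7 (4 of 5 mice below all controls, exact permutation p = 0.013, adjusted p = 0.0362). Mismatch repair and end joining differed there by -0.22 and -0.30 (adjusted p = 0.164 and 0.337), and by -0.32 and -0.51 without replicate 5. After 4 Gy x-rays at day 1, 6 of 9 mismatch repair genes (adjusted p = 0.0083), 9 of 18 base excision repair genes (adjusted p = 0.00886), 7 of 14 nucleotide excision repair genes (adjusted p = 0.0241) and 4 of 6 end joining genes (adjusted p = 0.0366) were among the lower genes by a one-sided Fisher's exact test. At day 7 they were 6 of 18 base excision repair genes (adjusted p = 0.0197) and 2 of 9 mismatch repair genes (adjusted p = 0.963), with mean levels lower by -0.23 and -0.29 on the log2 scale in 6 of 6 mice.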

So far, DAVID analysis had suggested biological processes that appeared to be regulated in blood in response to radiation. These processes were either significant at only one time point, or if they persisted at both 1 and 7 days post-irradiation, they were consistently either up- or down-regulated. However, a careful examination of the biological processes revealed that the cell cycle regulation processes displayed a more complex temporal pattern. Specifically, cell cycle regulation processes were significant among down-regulated genes at day 1 after 4 Gy x-rays exposure. However the same processes were significant among up-regulated genes at day 7. 

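Of 48 genes that act in mitosis, 23 were among the genes lower at day 1 after 4 Gy x-rays (adjusted p = 2.01e-05, one-sided Fisher's exact test). The mean level of the 52 detected genes of the list was -1.38 ± 0.28 (SD, n = 5) on the log2 scale and -0.58 ± 0.07 (n = 5) in controls, below all controls in 5 of 5 mice (exact permutation test, p = 0.00794). The members went both ways, with Nusap1 at a log2 fold change of -4.18 (SE 0.35, adjusted p = 5.94e-06) and Cep55 at 3.32 (SE 0.37, adjusted p = 3.55e-05).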

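At day 7 after 4 Gy x-rays, 32 of the 48 mitosis genes were among the higher genes (adjusted p = 4.03e-21, one-sided Fisher's exact test), led by Ccnb2 (log2 fold change 2.38, SE 0.18), Cdca3 (2.84, SE 0.22) and Tpx2 (2.19, SE 0.19). The mean level of the list was above controls by 1.14 on the log2 scale, in 6 of 6 mice (exact permutation p = 0.00216). At this time point 18 of 47 reticulocyte genes were also among the higher genes (adjusted p = 7.31e-07).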

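At day 1 after 4 Gy x-rays, 28 of 47 reticulocyte genes were among the lower genes (adjusted p = 7.45e-09, one-sided Fisher's exact test). The mean level of the 48 detected reticulocyte genes was lower by -1.51 on the log2 scale in 5 of 5 mice. At day 7 it was higher by 0.78.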

At day 1, 54 cell cycle genes were differentially underexpressed, whereas, at day 7, 52 cell cycle genes were overexpressed. We searched for genes that appeared in both the downregulated and upregulated columns. 

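Mns1, Fzr1, Ccna2, Smc2 and Ncapd2 were, after 4 Gy x-rays, called lower at day 1 and higher at day 7. Mns1 had log2 fold changes of -1.88 (SE 0.24) and 0.98 (SE 0.21), Smc2 of -1.72 (SE 0.21) and 0.85 (SE 0.15), and Ncapd2 of -1.45 (SE 0.20) and 0.97 (SE 0.17). The calls of Mns1 and Fzr1 at day 7 held in 5 and 4 of the 12 fits that left out 1 mouse. Ube2c had -2.96 (SE 0.40, adjusted p = 0.000106) at day 1 and 0.88 (SE 0.24, adjusted p = 0.0127) at day 7, where it was not called. Anln was not lower at day 1 (0.25, SE 0.26, adjusted p = 0.414) and was higher at day 7 (1.47, SE 0.30, adjusted p = 0.00221).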

We discovered 6 genes, namely *Mns1* (meiosis-specific nuclear structural protein 1), *Fzr1 (fizzy/cell division cycle 20 related 1 (Drosophila))*, *Ube2c* (ubiquitin-conjugating enzyme E2c), *Ccna2* (cyclin A2), *Anln* (anillin, actin binding protein)*, Smc2* (structural maintenance of chromosomes 2) and *Ncapd2* (non-SMC condensin I complex, subunit D2). We examined the expression of these genes in the samples that had been exposed to 1 Gy x-rays and 1 Gy neutrons and found 3 genes (*Fzr1*, *Ube2c*, *Ccna2*) with the same trend of temporal regulation after 1 Gy x-rays (*p* = 0.005) and after 1 Gy neutrons (*p* = 0.01).

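After 1 Gy x-rays, Fzr1, Ube2c and Ccna2 had log2 fold changes of -1.33 (SE 0.21), -1.63 (SE 0.35) and -1.52 (SE 0.28) at day 1 and of 1.51 (SE 0.23), 1.60 (SE 0.24) and 1.44 (SE 0.25) at day 7, all past the thresholds. After 1 Gy neutrons they had -0.99 (SE 0.29, adjusted p = 0.016), -1.46 (SE 0.50, adjusted p = 0.0301) and -1.59 (SE 0.46, adjusted p = 0.0145) at day 1, none of them called. At day 7 they had 2.73 (SE 0.24), 2.94 (SE 0.23) and 2.95 (SE 0.26), all called. The change between the days passed the thresholds for the 3 genes after each exposure, at 3.72, 4.40 and 4.55 after 1 Gy neutrons and 2.84, 3.22 and 2.96 after 1 Gy x-rays.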

Performing gene ontology analysis on the genes differentially expressed in samples exposed to 1 Gy neutrons using a less stringent *p* value (0.01), we discovered that, similar to the x-ray samples, cell cycle biological processes were downregulated at day 1 and upregulated at day 7. 

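After 1 Gy neutrons, 10 of 48 mitosis genes were among the lower genes at day 1 (adjusted p = 0.0718, one-sided Fisher's exact test) and 19 of 48 among the higher genes at day 7 (adjusted p = 0.174). As a mean level per mouse, the list was lower at day 1 by -0.35 on the log2 scale (6 of 6 mice below all controls, exact permutation p = 0.0108, adjusted p = 0.0313) and higher at day 7 by 0.88 (6 of 6 mice above all controls, exact p = 0.00216, adjusted p = 0.0115). These tests used the genes called at p below 0.001. Lists at p below 0.01 were not tested here.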

Sixty-six genes with cell cycle gene ontology annotations were underexpressed at day 1 and 44 genes were upregulated at day 7. 

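Cdc25b had, at day 1 after 1 Gy neutrons, a log2 fold change of -1.83 (SE 0.39, adjusted p = 0.00375), or 0.281-fold, and Nusap1 -2.55 (SE 0.43, adjusted p = 0.00124), or 0.171-fold. At day 7 they had 2.45 (SE 0.24, adjusted p = 2.43e-06), or 5.46-fold, and 2.41 (SE 0.25, adjusted p = 4.66e-06), or 5.33-fold. The irradiated mice lay on one side of all controls on each day. The call of Cdc25b at day 1 held in 3 of the 11 fits that left out 1 mouse.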

Besides *Ube2c*, *Fzr1*, and *Ccna2* that were present in both the downregulated and upregulated lists, two more genes, *Cdc25b* (Cell division cycle 25b), and *Nusap1* (Nucleolar and spindle associated protein 1) showed a 0.24-fold (*Cdc25b*) and 0.16-fold (*Nusap1*) change at day 1, and 1.63-fold (*Cdc25b*) and 1.71-fold (*Nusap1*) at day 7 compared with controls. When these genes were examined against the x-ray gene profiles, they were found to be bi-directionally temporally regulated, as well. 

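After 1 Gy x-rays, Cdc25b had log2 fold changes of -1.67 (SE 0.33, adjusted p = 0.00689) and 1.29 (SE 0.27, adjusted p = 0.017) at days 1 and 7, the second called in 4 of the 11 fits that left out 1 mouse. Nusap1 had -2.55 (SE 0.31, adjusted p = 0.00134) and 1.06 (SE 0.26, adjusted p = 0.0293), of which that at day 7 was not called. After 4 Gy x-rays Cdc25b fell by 3.22 (SE 0.33) at day 1 and was at 0.06 (SE 0.26, adjusted p = 0.875) at day 7, while Nusap1 was at 0.67 (SE 0.23, adjusted p = 0.0369), neither called at day 7. The change between the days passed the thresholds for both genes after every exposure of 1 Gy or more. It was 2.96 (Cdc25b) and 3.61 (Nusap1) after 1 Gy x-rays, and 3.28 and 4.85 after 4 Gy x-rays. The paper reports the same change of direction after both kinds of radiation, on the arrays and by real-time PCR of the 5 genes. From this it concludes that a few cell cycle genes have a temporal regulation shared by neutrons and x-rays. It also speculates about a possible relevance to cell cycle progression, especially mitosis.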

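The mean level of Ube2c, Fzr1, Ccna2, Cdc25b and Nusap1 per mouse was 3.80 ± 0.37 (SD, n = 5) on the log2 scale in the day 1 controls. It was 2.11 ± 0.92 (n = 6) after 1 Gy neutrons, 2.06 ± 0.55 (n = 6) after 1 Gy x-rays and 0.78 ± 0.66 (n = 5) after 4 Gy x-rays (exact permutation test, 2-sided, p = 0.0108, 0.00433 and 0.00794), with every irradiated mouse below all controls. At day 7 it was 4.05 ± 0.31 (n = 6) in controls and 6.74 ± 0.46 (n = 6), 5.42 ± 0.39 (n = 5) and 4.92 ± 0.46 (n = 6) in the irradiated groups (exact p = 0.00216, 0.00216 and 0.00433). The genes called in these directions numbered 2, 5 and 5 of 5 at day 1 and 5, 4 and 2 at day 7. Within groups, the mean level of the 5 genes followed that of the reticulocyte list (Pearson's r = 0.966, Spearman's rho = 0.965, over 56 mice), with a permutation p of 1e-05 for each, the smallest that can be reached. Pearson's r was 0.962 without the 2 mice farthest from the median and 0.964 within scan dates. With random lists of genes of like brightness in place of the reticulocyte list, the highest r was 0.901.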

A heatmap of these five genes (*Ube2c*, *Fzr1*, *Ccna2*, *Cdc25b*, *Nusap1*) is depicted in Fig. 4. The levels of gene expression among control (unirradiated) samples were not significantly different between days 1 and 7.

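Between the control groups, day 7 minus day 1, the log2 differences were 0.01 for Ube2c, 0.07 for Fzr1, 0.51 for Ccna2, 0.25 for Cdc25b and 0.40 for Nusap1, with adjusted p between 0.213 (Ccna2) and 0.969 (Ube2c) over all genes tested. None was called by limma. The mean of the 5 genes differed by 0.25 between the 6 and 5 mice (exact permutation test, 2-sided, p = 0.268), and by 0.16 without replicate 1 of the day 1 controls. The mean of the whole mitosis list was higher in all 6 day 7 controls than in all day 1 controls, by 0.60 on the log2 scale (exact p = 0.00216, adjusted p = 0.0216).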

**Fig. 4:**
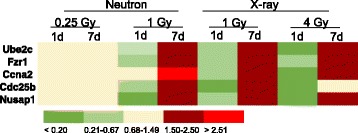
Heatmap illustrating relative expression of cell cycle genes bi-directionally regulated after neutron and x-ray irradiation. The mean (*n* = 6) fold change in gene expression relative to controls is color coded according to the scale bar at the bottom of the figure. Measurements were made by microarray analysis

### Quantitative real-time RT-PCR validation of cell cycle gene expression

We confirmed the expression pattern of the five cell cycle genes, shown by microarray analysis to be first under- then over-expressed after irradiation, by quantitative real-time PCR (Fig. 5). Analysis of gene expression of *Ube2c*, *Fzr1*, *Ccna2*, *Cdc25b*, and *Nusap1* by qRT-PCR confirmed that these genes are temporally regulated by irradiation and reverse the direction of their change during the first week after exposure. The fold-change of these genes in response to x-rays was in good agreement with the fold-change calculated by the microarray experiment, whereas qRT-PCR measurements indicated generally greater fold-changes than the microarrays in response to neutrons.

**Fig. 5:**
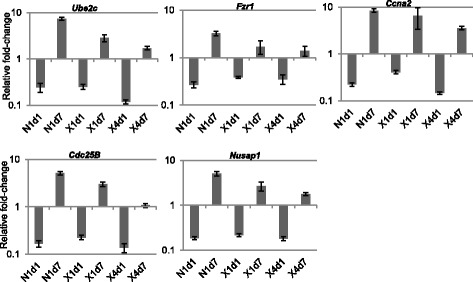
Gene expression measured by qRT-PCR. Expression of five genes (*Ube2c*, *Fzr1*, *Ccna2*, *Cdc25b*, and *Nusap1*) that were shown by microarray analysis to be bi-directionally regulated is depicted relative to controls and normalized to *Actb* expression. Data represent the mean ± S.E.M. (*n* = 6). N1d1: 1 Gy neutron, day 1; N1d7: 1 Gy neutron, day 7; X1d1: 1 Gy x-rays, day 1; X1d7: 1 Gy x-rays, day 7; X4d1: 4 Gy x-rays, day 1; X4d7: 4 Gy x-rays, day 7

## Discussion

The overall goal of this study was to identify differentially regulated genes in response to neutron or x-ray irradiation and perform a comparative analysis of biological processes between the two types of radiation at time points spanning the range of interest for biodosimetry. Our data suggest that the gene transcriptional response varied widely depending on radiation quality, dose, and time since exposure. It should be noted that these characteristics of gene expression response may contribute to the apparently large number of “unique” genes responding to only one radiation quality. Previous studies have shown differences in the timing of gene expression responses at high and low doses, and following exposure to different radiation qualities. It is likely that many of the genes seen to respond to only one radiation quality in this study would show a response to the other radiation quality in a different time-dose combination. Some of the observed differences may also be attributable to the different nature of x-rays vs. neutrons. Up to 2/3 of damage from low-LET (e.g. x-rays) is due to indirect action, (mediated by free radicals), whereas high-LET neutrons cause direct damage to the DNA (Hall and Giaccia, 2012), which is more complex and difficult to repair, and may result in different signaling responses.

A small number of genes showed similar changes after exposure to neutrons and x-rays, and displayed a bidirectional mode of regulation. A similar temporal pattern of expression for some genes has been described previously in mice injected with ^137^CsCl [6]. In that study, genes were upregulated by day 2 or 3, and then downregulated by day 20 or 30 after isotope administration. Many gene ontology categories, including actin and the cytoskeleton and integrin signaling pathways, showed the same temporal pattern. In the present study, we identified a number of differentially expressed genes that were significantly different from controls at all radiation types and doses. A number of these genes were downregulated at day 1, and upregulated at day 7. Gene ontology analysis revealed that one biological function, cell cycle, was significant among down-regulated genes at day 1 and then significant among up-regulated genes at day 7. All other biological functions were either significant at one dose and time of irradiation, or they were uniformly up- or down-regulated irrespective of time.

Most of the genes differentially expressed in both neutron and x-ray exposures were related to immune response, and B and T cell physiology. These genes were downregulated starting at day 1 and reduced expression persisted until the end of the experiments at day 7. Widespread decreased expression of immune function genes has been shown previously in both human blood irradiated ex vivo, as well as in vivo mouse peripheral blood following ionizing radiation exposure or ^90^Sr as an internal emitter [22–24]. High-dose radiation (> 1 Gy) has been shown to disrupt immune cell functions, leading to increased cell death of blood cells in mice [25, 26]. Moreover, in patients with acute radiation syndrome, hematopoietic cell proliferation is inhibited by radiation exposure [27]. A preponderance of down-regulated genes has previously been associated with higher doses or later times after irradiation (e.g. [6]), perhaps reflecting greater damage or a failure of repair. In our study, even 0.25 Gy of neutron radiation resulted in the downregulation of genes involved in immune cell function.

A significant number of genes that were downregulated by both neutron and x-ray exposure at day 1 were related to DNA and mRNA metabolism, gene transcription, RNA processing and splicing. However, at day 7, these processes were no longer overrepresented following x-ray exposure, but they were present after neutron exposure. Moreover, in response to neutron exposure, these processes were enriched with additional related processes, such as tRNA metabolism/processing, RNA transport/localization, and noncoding RNA functions.

The contribution of DNA and RNA related functions in response to DNA damage has only recently been appreciated. A genome-wide siRNA screen looking for modulators of DNA damage signaling revealed that the largest number of hits were those targeting gene products responsible for nucleic acid metabolism, particularly those involved in mRNA binding and processing [28]. Furthermore, a phosphoproteomic analysis showed a close link between genome stability and RNA synthesis metabolism [29]. Likewise, it has been shown that the largest subset of ATM/ATR/DNA-PK substrates identified in a phosphoproteomic screen were proteins linked to RNA and DNA metabolism, particularly those proteins involved in posttranscriptional mRNA regulation [30]. These observations, employing different experimental approaches, highlight the importance of regulatory circuits controlling RNA metabolism and stability in DNA repair and checkpoint function. In addition to these findings, our study suggests that neutron (but not photon) irradiation affects biological processes enriched in tRNA regulation and RNA transportation and localization, as well as non-coding RNA metabolism and processing. tRNAs have been viewed as passive players involved in protein synthesis. However, recent evidence suggests that they have more active roles and tRNA modulation represents a mechanism by which cells achieve altered expression of specific transcripts and proteins. tRNA pools in cells can be divided into those that favor proliferation and those that support differentiation [31]. As a result, modifications in tRNA and their corresponding enzymes are implicated in diseases, including diabetes and cancer. For example, upregulation of certain tRNAs increases metastasis in breast cancer patients [32]. Furthermore, control of RNA transport and localization would be expected to impact on the rate of protein translation [33].

A difference observed between neutron and x-ray response was the enrichment in biological processes involved in lipid biosynthesis and metabolism that was seen only in response to x-ray exposure. It has long been known that the cellular targets of ionizing radiation, such as x-rays, are not limited to nuclear DNA, but that proteins and lipids in other cellular compartments, such as the plasma membrane [34], are also affected. The action of x-rays has been attributed to the generation of reactive oxygen species that oxidize DNA, lipids and proteins [35]. We can speculate that in response to x-rays, cells upregulate lipid, coenzyme, and vitamin biosynthetic and metabolic processes as a means of repairing the damage caused by x-ray irradiation to the cell membrane. The latter two processes could also serve as anti-oxidant responses [36]. In addition, fatty acid oxidation processes, which are also overrepresented in the x-ray irradiation, would be required by the cells to meet the energy demands of various metabolic processes.

In response to DNA damage, cells activate the DNA damage and repair signaling pathway. DNA damage that cannot be repaired efficiently leads to cell death or senescence. Although protein abundance and activity do not always follow gene expression changes, our Gene Ontology analysis suggests an apparent down regulation of several DNA repair pathways after neutron but not after x-ray irradiation, especially at day 7, perhaps reflecting a failure to repair the more complex damage resulting from high LET radiation. At day 1 after 1 Gy neutron exposure, GO analysis suggested suppression of MMR, whereas at day 7, in addition to MMR, NER, BER, and NHEJ genes were all significantly over-represented among downregulated genes. In contrast, exposure to 4 Gy of x-rays transiently downregulated expression of MMR genes at day 1 and BER genes at day 7. Homologous recombination, which along with NHEJ constitutes the major DNA double-strand break repair mechanism, was not significantly over-represented among differentially expressed genes. It has been shown previously that high-LET radiation induces complex DNA damage that is not easily repaired and NHEJ is not involved [37–40]. More recently, it has been shown that high-LET irradiation with protons or carbon ions causes a shift away from NHEJ toward HRR in the repair of double-strand breaks [41]. Consistent with these data, our observed downregulation of genes in the NHEJ and other DNA repair pathways in response to neutron exposure may reflect the fact that these lesions are not repaired by these processes. Regulation at the gene expression level suggests a potential mechanism for favoring the homologous recombination pathway in the attempted repair of neutron damage, and is worthy of further investigation.

A major biological function that is affected by radiation is the cell cycle. Cell cycle regulating genes are important determinants of radiosensitivity and cell fate in response to DNA damage. We studied the effect of neutron radiation on mouse cell cycle-regulated genes and compared it with that of x-rays. Unlike genes in other biological processes, which were either up or downregulated after neutron or x-ray irradiation, many cell cycle genes showed a bidirectional expression based on time. A group of 5 genes, namely *Ube2c*, *Fzr1*, *Ccna2*, *Cdc25b*, and *Nusap1,* were downregulated 1 day after irradiation, whereas the same genes were overexpressed 7 days post-irradiation. These temporal changes were further confirmed by qRT-PCR. A literature search revealed that these genes play important roles in the control of mitosis. Additionally, their protein products are related to the anaphase promoting complex/cyclosome (APC/C) either as subunits of APC/C (Ube2c, Fzr1) or as substrates (Ccna2, Nusap1).

The APC/C is an E3 ubiquitin ligase, which is composed of at least 14 core subunits. The APC/C is active during mitosis and G1 phase of the cell cycle. Because of its role in cell cycle regulation, APC/C is important for maintaining genomic integrity [42]. Furthermore, APC/C has been implicated in an array of diverse functions ranging from cell differentiation to apoptosis and senescence, as well as cellular metabolism, cell motility, and gene transcription through the degradation of specific substrates [42].

APC/C targets a large repertoire of substrates and recruits them for ubiquitylation via one of two co-activators, Cdc20 and Cdh1 (Fzr1, the mouse homolog) [42]. The physiological role of Cdh1 has been extensively studied in the context of human cancer, since downregulation of Cdh1 has been reported in many cancers, including those of prostate, ovary, liver, brain, and during the malignant progression of a B-lymphoma cell line. In mice, *Fzr1* heterozygosity results in the development of epithelial tumors, suggesting that Fzr1 may be a haploinsufficient tumor suppressor [43]. Downregulation of Cdh1 in post-mitotic neurons has been implicated in neurodegenerative diseases, such as Alzheimer’s disease [44].

In addition to its role in mitosis, Cdh1 has important functions in mediating DNA damage response to genotoxic stress [45] that ensure genomic integrity [46]. Cdh1-null cells fail to maintain DNA damage-induced G2 arrest and APC/C^cdh1^ is activated by x-irradiation-induced DNA damage (but not UV irradiation). Interestingly, the levels of mitotic cyclins in Cdh1^-/-^ cells after DNA damage were similar to those of wild-type cells. These data imply that cyclin A and cyclin B cannot be substrates for APC/C^cdh1^ when it is activated irregularly by DNA damage at G2 [47].

Protein ubiquitination-mediated degradation involves two distinct steps: the covalent attachment of ubiquitin to proteins catalyzed by the sequential actions of the activating (E1), conjugating (E2), and ligating (E3) enzymes, followed by the degradation of the poly-ubiquitylated protein by the 26S proteasome complex. For APC/C the E2 enzymes are Ube2c, which is one of the temporally controlled cell cycle genes in this study, and Ube2s [48], which is not differentially regulated in response to either neutrons or x-rays. Abundant experimental evidence has shown a role for Ube2c in human tumor initiation and progression. On the other hand, there are very few reports that implicate Ube2c in DNA damage response to radiation [49, 50]. Moreover, the mechanistic details of Ube2c response to radiation, as well as their pathophysiological significance remain unexplored.

APC/C regulates spindle formation by promoting the degradation of a number of spindle-binding proteins, including Nusap1 [51]. The nucleolar spindle-associated protein 1 (Nusap1) is a protein highly expressed in proliferating cells and interacts with microtubules [52]. Depletion of Nusap1 caused faulty mitotic spindles, aberrant chromosome segregation, and defective cytokinesis. Overexpression of Nusap1 caused microtubule bundling and cell cycle arrest at the G2/M checkpoint [53].

Cyclin A2 interacts with Cyclin-dependent kinase 2 and controls essential functions in DNA replication and cellular proliferation [54]. Cyclin A2 expression is associated with a poor prognosis in several types of cancer [55]. *Cyclin A2* mRNA as well as protein are cell cycle regulated [56] with mRNA and protein abundance increasing 4-fold and 20-fold, respectively, as cells progress from G1 to G2 phase. APC/C degrades Cyclin A2 at the end of mitosis, while mRNA persists longer than the protein in cells.

To fully appreciate the significance of the temporal differential expression of APC-related genes in the radiation response, we will require knowledge about the status of protein levels and their posttranslational modifications (e.g. phosphorylation). However, we can speculate that these changes may be relevant to cell cycle progression, and especially mitosis, thus ensuring genomic stability after irradiation.

Another cell cycle regulated gene that appears in the list of temporally bi-directionally expressed genes in the present study is *E2f2*. While this gene was consistently downregulated at day 1 post-irradiation, it always appeared upregulated at day 7. This was in sharp contrast with other E2f genes that showed no change at day 1 and downregulation (*E2f1*, *E2f3*, *E2f4*) at day 7 post neutron irradiation, or significant upregulation (*E2f1*, *E2f8*) at day 7 post x-ray irradiation. The E2f family of transcription factors has well known functions in the control of cell cycle, and E2f1-3, especially, in promoting G1/S cell cycle transition and thus cell proliferation [57]. Target genes of E2f include several hundred genes that are involved not only in DNA replication and cell cycle progression, but also in DNA damage repair, apoptosis, differentiation and development [58]. The role of E2fs in mitosis has been shown in cancer cells [59–63]. Although the specific function of E2f2 in response to radiation has not been studied, E2f2 transcript and protein levels increase in response to genotoxic stress and maintain genomic stability in neuronal cells [64]. Why *E2f2* shows bi-directional expression changes, whereas other E2f members (i.e., *E2f1*, *E2f3*, *E2f4*, and *E2f8*) do not, is currently not known.

## Conclusion

In the current work we identify genes that are differentially expressed following exposure to neutrons or x-rays, as well as genes that showed similar responses to the two radiation modalities. In summary, our results show that genes involved in cell cycle regulation are differentially regulated by neutron and x-ray radiation. However, a few cell cycle genes show a consistent temporal regulation that is common across the two radiation modalities. These genes are functionally interconnected and play important roles during mitosis.

We have found differing patterns of gene expression response to x-rays and neutrons that vary with both dose and time since exposure. These findings support the possibility of using gene expression to detect the neutron component of exposures resulting from an IND detonation, thus providing triage information more relevant to the actual radiation injury than an estimate of total dose alone. Further work will be needed to develop gene expression patterns specific to neutron exposure that would be useful for triage following an IND event. The identification of biomarkers predictive of both dose and type of radiation would be an important advancement in biodosimetry to determine an individual’s exposure and allow more accurate triage for further medical treatment.

The ultimate goal of our neutron studies is to investigate whether we can separately estimate the photon and the neutron component after a mixed photon/neutron exposure, and to develop gene expression signatures capable of discriminating between photon/neutron and pure photon exposures. Following our initial investigation of the gene expression response to neutrons, reported here, our future studies will focus on mixed exposures, including the possibility of synergistic responses.

## Additional files

Additional file 1: Excel file with 8 tabs containing a summary of all the differentially expressed genes by assay time and radiation type and dose.
Additional file 2: Excel file with complete output of gene ontology (GO) analyses summarized by dose. Results are in separate tabs for x-ray and neutron exposures.

## Abbreviations

BER: Base excision repair
DAVID: Database for Annotation, Visualization, and Integrated Discovery
FDR: False discovery rate
GO: Gene ontology
IND: Improvised nuclear device
MMR: Mismatch repair
NER: Nucleotide excision repair
NHEJ: Non-homologous end joining
qRT-PCR: quantitative real-time Polymerase chain reaction
RBE: Relative biological effectiveness

How the deposited data were processed for this re-analysis (not part of the article)

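Gene expression was measured on 72 one-colour arrays, each holding the globin-reduced blood RNA of 1 mouse, in 13 conditions. Of these, 56 arrays in 10 conditions belong to days 1 and 7 after 0.25 or 1 Gy of neutrons, 1 or 4 Gy of x-rays, or no irradiation, with 5 or 6 mice in each. A further 16 arrays are labelled day 3, with 6 mice after 0.25 Gy neutrons, 5 after 1 Gy x-rays and 5 controls, and were analysed against the controls of that day. Conditions were taken from the sample labels only. For 0.25 Gy neutrons at day 7, 5 arrays were analysed here, and the article gives 6 mice.

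The files of the arrays hold intensities as deposited. The authors scanned each array and extracted it with the scanner's software, which corrected every spot for background within the array and flagged spots that are non-uniform, saturated or not well above background; these intensities are not normalized between arrays. The table of processed values holds log2 values that the authors normalized between arrays, with spots that were non-uniform or not well above background missing. In 12 of the 72 columns of this table the values follow the array of the sample that the column is named for. They equal a quantile normalization over the detected spots of each array there, with a largest difference of 0.001. In the other 60 they follow the array of another sample, in 21 of these one of another condition. The table was therefore used only for 0.25 Gy neutrons at day 1, with the 5 irradiated and 5 control mice whose columns follow their own array, and no column was reassigned. All other values start from the intensities of the arrays.

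Each array has 44397 spots, of which 1377 are controls and 43020 carry 39429 different probes. For 28330 probes the gene name was taken through the transcript accession of the probe from a table of reference transcripts, which changed 1403 names, and for the others the name in the files was used. The background-corrected intensities were log2-transformed, spots that were non-uniform or outliers of their replicate spots were left out, replicate spots were averaged, and each array was centred on the median of its detected probes. A probe counts as detected when less than 25% of its spots on the arrays of days 1 and 7 were outliers or not well above background (19808 probes). As in the article's methods, probes had to differ at least 1.5-fold from their median on at least 20% of these arrays (12556 probes), and each gene is represented by its brightest probe, which left 10863 genes. Doing so at days 1 and 7 alone keeps the day 3 arrays out of the choice of genes.

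The share of spots well above background, which sets how dim a transcript can be measured, is given for days 1 and 7 at the first passage. On the day 3 arrays it was 52.1 to 62.1% after 0.25 Gy neutrons (median 58.2%), 55.6 to 60.0% after 1 Gy x-rays (median 57.2%) and 53.5 to 62.8% in the controls (median 57.0%). With 5 or 6 mice in each group, the spread between mice sets the precision of a fold change, and each is given with its standard error.

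Pairs of groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, 2-sided, and a gene was called at p below 0.001 and a Benjamini-Hochberg FDR below 5% over all genes tested. This applies to the 8 comparisons with the controls of the same day, those of day 3, the control groups against each other and 1 Gy neutrons against 1 or 4 Gy x-rays. Wherever an adjusted p stands beside a log2 fold change, it comes from limma. A change between the days was tested with limma as the day 7 effect minus the day 1 effect in a fit of 4 groups. The random variance test named in the article's methods was written in R, with its parameters fitted by maximum likelihood. Numbers of genes shared by exposures of a day were set beside those of simulated unchanged groups with shared simulated controls (100 draws of normal noise, independent between genes). Numbers shared by both days were set beside the product expected of independent calls. Numbers of called genes were set beside 100 splits of the same mice, the real one included, drawn with a fixed seed.

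The gene lists, 35 in number, were written by hand and are not the gene ontology terms of the article. Of these, 28 lists of processes and cell types were tested among the lower and the higher genes of the 8 comparisons with a one-sided Fisher's exact test against all genes tested (448 tests, adjusted by Benjamini and Hochberg within each comparison and direction), and with the EASE score, camera and fry. Fisher's test took the genes of a list past the 1.5-fold filter. The mean level per mouse took all its detected genes, or all on the array for the hepatocyte, adipocyte, muscle and lung lists. For 32 lists the mean log2 level per mouse was compared between groups with exact permutation tests, 2-sided. The smallest p these can give is 0.00216 for 6 mice against 5 or 6, and 0.00794 for 5 against 5. Relations between list scores were measured within groups, after removal of the group means, with 100000 permutations within groups.

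Genes named are every gene that the article names in its results or in Figs. 3b and 4. For each comparison with controls, they also include the called gene with the largest rise and the one with the largest fall among genes with all treated mice on one side of all controls and well above background on every array of at least one of the groups, and up to 3 members with the smallest p of each list given at a claim. The fits were tested on simulated arrays, drawn as normal noise with the real genes' means and spread, independent between genes. In them, 200 genes were changed by a log2 value of 2. Of these, 81.5% were called in the comparison of 1 Gy neutrons at day 1, with 8 other genes, and 82% in that of 1 Gy x-rays at day 7, with 16 others. Reading of files and figures used Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

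The alternatives tried were centring on the 75th percentile or on the spike-in controls, quantile normalization between arrays, normexp background correction with an offset of 50, dim spots as missing values, no detection filter, no 1.5-fold filter, the mean of the probes of a gene, the random variance test, p below 0.001 alone, a fit of all groups together, the replicate number, the slide or the scan date as a block, and each mouse left out in turn. Quantile normalization or median centring over the detected spots of each array, the hepatocyte score as a covariate, and the list scores with each mouse left out, were added later. Slide and scan date were fitted as a block where groups share one, and as a random block where they share none. A random block cannot tell date or slide from exposure there. Scan date could not be fitted where each group has a single date of its own.

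The blood counts and the real-time PCR of the article were not analysed here. Gene ontology terms were not used here. Of the supplementary gene lists, those of 1 Gy x-rays were compared with the values here, and the others were not used here.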

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

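Tests chosen only after the result was seen are the other splits of the mice, the relation among the hepatocyte genes within control groups, the look at a single 0.25 Gy neutron mouse, the hepatocyte covariate, the p53 target list at 1 Gy or more, and the scan date at day 3.

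Single mice lay far from the others of their group in 10 of 156 tests (12 measures in 13 groups), and chance gives about 1 in 20, so that most of these are to be expected by chance. The median log2 intensity of replicate 5 of 0.25 Gy neutrons at day 3 was 4.73, against 5.84 to 6.26 for the other arrays of that group. Without this array no gene was called in that comparison by limma, with 2726 at p below 0.05. The level of the B cell genes was 2.26 in replicate 4 of the day 1 controls (others 2.89 to 3.02) and 1.4 in replicate 5 of 1 Gy x-rays at day 7 (others 2.17 to 2.26). For these 3 arrays the cause was not tested, and no biological explanation was tested.

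In replicate 5 of 0.25 Gy neutrons at day 1, the B cell score was 0.22 (others 2.06 to 2.55), the fatty acid score 3.68 (0.51 to 1.51) and the sterol score 2.6 (-0.54 to 0.51). Its hepatocyte score, 7.962, was the highest of all 72 arrays. The T cell (0.196), NK cell (-0.131), neutrophil (0.818) and monocyte (1.057) scores were the lowest of the group too, and the reticulocyte score (2.703) was not. For the lipid scores, RNA from tissue outside the blood in this sample is a candidate explanation. Such RNA would lower the genes of all blood cells alike, but the B cell score less the reticulocyte score was -2.485 (others -1.223 to -0.151), which argues against it as the only cause of the low lymphocyte scores. The 6 mice of the group had the same condition, so that no biological explanation was tested. Without this mouse 27 genes were called in the comparison, in place of 1.

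The hepatocyte score also set single mice apart in 3 groups. It was -0.75 in replicate 4 of 0.25 Gy neutrons at day 7 (others -4.14 to -3.53), -1.8 in replicate 4 of 1 Gy neutrons at day 1 (5.55 to 7.02) and 1.94 in replicate 1 of 1 Gy neutrons at day 7 (-3.56 to -2.8), where the adipocyte score was also the highest (-1.61, others -2.59 to -2.31). Slide and scan date are argued against as the cause of such differences, since the score varied within slides with an SD of 3.118 and within scan dates with 3.843, against 2.868 within groups and 4.32 over all arrays. The list has 42 genes on the array. In the 6 day 7 controls, 33.3 to 57.1% of them were well above background, and in 1 Gy neutrons at day 7, replicate 1, 100%. The genes moved together from mouse to mouse, with a median r of 0.954 between members within control groups. Of the most abundant ones, Alb ranged from -6.58 to 10.75 and Apoa2 from 2.41 to 10.69 over the arrays. RNA from liver tissue in part of the samples is a candidate explanation that these values allow, and it was not tested by other means. Within a group all mice had the same condition, so that no biological explanation was tested there. Without these mice in turn, 0 genes were called after 0.25 Gy neutrons at day 7 by limma (2216 at p below 0.05), 2252 after 1 Gy neutrons at day 1 and 3852 after 1 Gy neutrons at day 7.

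The effect of irradiation differed between day 7 and day 1, tested as the difference itself, for 143 genes after 0.25 Gy neutrons (134 of them with the higher effect at day 7), 3116 after 1 Gy neutrons (2329), 943 after 1 Gy x-rays (742) and 2429 after 4 Gy x-rays (1349). The direction depends on the processing. For the 3 lower exposures the effect was higher at day 7 for 2 of 2209, 148 of 11619 and 95 of 2160 genes under spike-in centring, and for 12 of 261, 522 of 6194 and 391 of 864 under quantile normalization over detected spots, and after 4 Gy x-rays for 1438 of 3342 without the detection filter. Other splits of the mice were not run for this test. The count after 0.25 Gy neutrons rests on single mice, at 5 without replicate 1 of the day 1 controls and 269 without replicate 2 of the day 7 controls. It was also 4 with dim spots as missing values and 0 by limma (1684 at p below 0.05) with the replicate block. For the 3 higher exposures, leaving out single mice moved the counts between 2693 and 3583, 746 and 1154, and 2009 and 2692. Each day's mice were compared with the controls of that day, so that what irradiated and control arrays of a day share drops out. The x-ray arrays share no scan date with the controls of their day, so that the date stays open for them. It stays open for 1 Gy neutrons too, where 4 irradiated arrays at day 1 and 1 at day 7 share a date with controls. At day 7 the 4 Gy x-ray arrays and their controls lie on 1 date each, so that date and radiation cannot be told apart there. Time after irradiation, which the design gives, stays open as a biological explanation and was not tested apart from these.

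At day 3, which the article does not describe, 127 genes were called after 0.25 Gy neutrons (59 higher, 68 lower) and 217 after 1 Gy x-rays (172 higher, 45 lower), and 1 of 100 splits, the real one, gave as many calls in each, so that chance can be excluded as the only cause. Both counts depend on single mice. They ranged from 0 by limma (2529 at p below 0.05, without replicate 4 of the irradiated mice) to 279 (without replicate 2 of the controls) after 0.25 Gy neutrons, and from 0 (2156 at p below 0.05, without replicate 2) to 357 (without replicate 1) after 1 Gy x-rays. The balance after 1 Gy x-rays turned to 1 higher and 445 lower under spike-in centring. For 0.25 Gy neutrons, with the date as a block 0 genes were called by limma (762 at p below 0.05), but only 2 of 6 irradiated arrays share a date with controls, too few to tell date from radiation by the number of genes called. With the hepatocyte score as a covariate 0 genes were called as well (987 at p below 0.05), where score and group go together (r = 0.69), and for 1 Gy x-rays, whose arrays share no date with their controls, 0 (2208 at p below 0.05; r = 0.27). A lower level of the B cell genes was seen after both exposures (-0.892, 6 of 6 mice below all controls, adjusted p 0.026, and -0.87, 5 of 5, adjusted p 0.0397). Among the 2 irradiated and 5 control arrays of the shared date, the difference after 0.25 Gy neutrons was -0.513 (exact p 0.0476, the smallest possible there), and for the p53 targets 0.34 (exact p 0.0476) in place of 0.421. With 2 arrays this is too little to exclude the date, and the radiation stays among the open explanations.

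Targets of p53, as a mean level per mouse that the article does not report, were higher at day 1 by 0.428 after 0.25 Gy neutrons (6 of 6 mice above all controls, exact permutation p 0.00216, adjusted p 0.0115), and by 0.684 to 1.14 after 1 Gy or more (1.14 after 4 Gy x-rays, 5 of 5 mice). All arrays of the 0.25 Gy comparison were scanned on a single date and the hepatocyte covariate left 0.377 (SE 0.062), which argues against date and liver RNA as the whole cause. On the date shared by 4 mice after 1 Gy neutrons and the controls, the list was higher by 0.94 (4 of 4 above all controls), and the x-ray arrays share no date with the controls. At day 7 after 0.25 Gy neutrons, also on a single date, the list was lower by -0.128 (0 of 5 mice above all controls, exact p 0.00649, adjusted p 0.0244), so that the rise was not seen there. Over 5 alternative scalings set in advance and a pair added later, the difference after 0.25 Gy neutrons at day 1 stayed positive. A response of the irradiated cells is a hypothesis that these values allow (0.428 and, as the smallest at 1 Gy or more, 0.684). A change in the cell types of the blood stays open and was not tested for this list.

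The interferon-stimulated genes, not reported in the article either, were higher at day 1 after 1 Gy neutrons by 1.339 (6 of 6 mice above all controls, adjusted p 0.0115) and after 4 Gy x-rays by 1.098 (5 of 5, adjusted p 0.0244). Scan date is argued against for 1 Gy neutrons, since among the 4 irradiated and 5 control arrays of a shared date the difference was 1.369 (4 of 4 above all controls, exact p 0.00794, the smallest possible there). The hepatocyte covariate left 1.434 (SE 0.198). For 4 Gy x-rays no date is shared with the controls, so that the date stays open, and 4 of 7 other scalings took the adjusted p over 0.05. A response to radiation or a change of cell types may underlie either, and neither was tested.

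The hepatocyte score was higher after 4 Gy x-rays at day 1 by 5.04 (5 of 5 mice above all controls, adjusted p 0.0244), at 6.45 to 7.74 against -1.86 to 5.5 in the controls. The score varies widely within slides and dates (SD of 3.118 and 3.843), which argues against these as its main source, and among unirradiated mice of day 3 it ran from -4.75 to 4.98. Uneven liver RNA between the groups is a candidate explanation, weighed under the lipid genes below, and an effect of the dose on release of liver RNA into the blood stays open as an untested hypothesis.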

How the results depend on the processing

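The centring on the median of detected spots, the quantile normalization over detected spots, the hepatocyte covariate and the list scores with single mice left out were chosen only after values had been seen. All other alternatives, the comparisons, the gene lists and the rule for the genes named were set before the data were examined. Only results that moved are given below, counts where they moved by over 1.5 times, and the others stayed within that range. For each change given under an alternative, the cause was not tested, except where the text names it.

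The random variance test of the methods moved no count by over 1.5 times and changed no call among the 118 gene results and 61 list tests to which it was applied. The EASE score left 49 of 61 list tests on their side of the threshold and weakened 12, so that 32 of 448 tests passed. With camera and fry, which use all genes tested and cover both directions in a test, 97 and 83 of 224 tests passed, against 44 of 448 one-sided tests, so that these numbers are not on one scale. The values of the series table were used only for 0.25 Gy neutrons at day 1, with the 5 irradiated and 5 control mice whose columns follow their own array, and the same single gene, Ap2b1, was called there.

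Quantile normalization between arrays reversed none of the gene results and left 46 of 61 list tests on their side. It moved the split after 1 Gy neutrons at day 7 from 34.6 to 50.9% lower, with a median log2 change of 0.03 in place of 0.30 over the genes tested in both. Calls came to 2 after 0.25 Gy neutrons at day 1, 229 after 0.25 Gy neutrons at day 3 and 0 by limma, with 2353 at p below 0.05, after 1 Gy x-rays at day 3. The counts for genes called in all 3 at both days were 39 and all 3 as lower and then higher were 21. The adjusted p of the ribosomal protein list among the higher genes after 1 Gy neutrons at day 7 went to 1.

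Centring on the 75th percentile, which moved that median to 0.41, weakened 3 of 118 gene results. The numbers of genes called were 203 after 0.25 Gy neutrons at day 7, 0 by limma, with 2855 at p below 0.05, after 0.25 Gy neutrons at day 3 and 106 after 1 Gy x-rays at day 3. Direct comparisons gave 3 for 1 Gy neutrons against 4 Gy x-rays at day 1.

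Centring on the spike-in controls moved the median log2 change after 1 Gy neutrons at day 7 to -1.80, so that 93 genes were higher and 11175 lower, with 7 higher and 2150 lower after 1 Gy x-rays at day 7, 1 higher and 5682 lower after 0.25 Gy neutrons at day 7, and 1546 higher and 221 lower after 1 Gy neutrons at day 1. It refers each array to the RNA added with the label, not to the other transcripts. Genes called numbered 398 after 1 Gy x-rays at day 1, 5683 after 0.25 Gy neutrons at day 7, 11268 after 1 Gy neutrons at day 7, 2157 after 1 Gy x-rays at day 7, 299 after 0.25 Gy neutrons at day 3 and 446 after 1 Gy x-rays at day 3. Neutrons against x-rays gave 56 for 1 Gy neutrons against 1 Gy x-rays at day 1, 4135 for 1 Gy neutrons against 1 Gy x-rays at day 7, 82 for 1 Gy neutrons against 4 Gy x-rays at day 1 and 12463 for 1 Gy neutrons against 4 Gy x-rays at day 7. Pairs of exposures shared 256 for 1 Gy neutrons and 1 Gy x-rays at day 1, 2079 for 1 Gy neutrons and 1 Gy x-rays at day 7 and 675 for 1 Gy neutrons and 4 Gy x-rays at day 7. Calls at both days were 1274 after 1 Gy neutrons, 44 after 1 Gy x-rays and 590 after 4 Gy x-rays. The number called in all 3 exposures of 1 Gy or more at day 1 were 241, all 3 at both days were 6 and all 3 as lower and then higher were 0. Changes between the days numbered 2209 after 0.25 Gy neutrons, 11619 after 1 Gy neutrons, 2160 after 1 Gy x-rays and 1603 after 4 Gy x-rays. The direction turned for E2f1 (-1.64), E2f4 (-1.90), E2f7 (-0.67) and E2f8 (-1.10) after 1 Gy neutrons at day 7. The direction also turned for the mean level of the reticulocyte list after 0.25 Gy neutrons at day 7 (-0.57), the hepatocyte list after 1 Gy neutrons at day 7 (-0.11), the interferon-stimulated list after 1 Gy neutrons at day 7 (-1.67), the sterol biosynthesis list after 1 Gy neutrons at day 7 (-1.98), the p53 target list after 1 Gy x-rays at day 7 (-0.89) and the p53 target list after 1 Gy x-rays at day 3 (-0.40).

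Normexp background correction with an offset of 50 draws dim values together and weakened 62 of 118 gene results, reversing 1. The split after 1 Gy neutrons at day 7 became 631 higher and 969 lower. Calls came to 0 by limma, with 958 at p below 0.05, after 0.25 Gy neutrons at day 1, 304 after 1 Gy neutrons at day 1, 4 after 1 Gy x-rays at day 1, 1313 after 4 Gy x-rays at day 1, 198 after 0.25 Gy neutrons at day 7, 1600 after 1 Gy neutrons at day 7, 74 after 1 Gy x-rays at day 7, 351 after 4 Gy x-rays at day 7, 0 by limma, with 866 at p below 0.05, after 0.25 Gy neutrons at day 3, 17 after 1 Gy x-rays at day 3 and 48 between the controls of days 7 and 1. Between the radiation types they numbered 23 for 1 Gy neutrons against 1 Gy x-rays at day 1, 4029 for 1 Gy neutrons against 1 Gy x-rays at day 7, 0 by limma, with 454 at p below 0.05, for 1 Gy neutrons against 4 Gy x-rays at day 1 and 579 for 1 Gy neutrons against 4 Gy x-rays at day 7. The shared genes numbered 4 for 1 Gy neutrons and 1 Gy x-rays at day 1, 38 for 1 Gy neutrons and 1 Gy x-rays at day 7, 215 for 1 Gy neutrons and 4 Gy x-rays at day 1 and 126 for 1 Gy neutrons and 4 Gy x-rays at day 7. Both days together gave 108 after 1 Gy neutrons, 0 after 1 Gy x-rays and 149 after 4 Gy x-rays. Those called in all 3 exposures of 1 Gy or more at day 1 were 4, all 3 at day 7 were 19, all 3 at both days were 0 and all 3 as lower and then higher were 0. A change between the days was called for 529 after 0.25 Gy neutrons, 725 after 1 Gy neutrons, 264 after 1 Gy x-rays and 335 after 4 Gy x-rays. List scores past an adjusted p of 0.05 fell from 90 to 45. The direction turned for E2f5 (0.96) after 1 Gy neutrons at day 7. The direction also turned for the mean level of the reticulocyte list after 0.25 Gy neutrons at day 7 (-0.022) and the p53 target list after 0.25 Gy neutrons at day 7 (0.054).

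With dim spots as missing values, 1704 genes were higher and 2602 lower after 1 Gy neutrons at day 7 (60.4% lower). The numbers of genes called were 2 after 0.25 Gy neutrons at day 1 and 67 after 0.25 Gy neutrons at day 3. Direct comparisons gave 0 by limma, with 2116 at p below 0.05, for 1 Gy neutrons against 4 Gy x-rays at day 1. Genes with a change between the days were 4 after 0.25 Gy neutrons.

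Without the detection filter, 26314 genes were tested, and 9523 were higher and 1332 lower after 1 Gy neutrons at day 7. Genes called numbered 2 after 0.25 Gy neutrons at day 1, 206 after 0.25 Gy neutrons at day 7, 10855 after 1 Gy neutrons at day 7, 1 after 0.25 Gy neutrons at day 3, 0 by limma, with 3044 at p below 0.05, after 1 Gy x-rays at day 3 and 1191 between the controls of days 7 and 1. Neutrons against x-rays gave 9586 for 1 Gy neutrons against 1 Gy x-rays at day 7 and 14112 for 1 Gy neutrons against 4 Gy x-rays at day 7. Shared genes were 265 for 1 Gy neutrons and 1 Gy x-rays at day 7. Changes between the days numbered 6 after 0.25 Gy neutrons and 9078 after 1 Gy neutrons.

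Without the 1.5-fold filter, 16098 genes were tested, and after 1 Gy neutrons at day 7, 2970 were higher and 2859 lower (49% lower). Calls came to 88 after 0.25 Gy neutrons at day 7 and 247 after 0.25 Gy neutrons at day 3. Between the radiation types they numbered 1548 for 1 Gy neutrons against 1 Gy x-rays at day 1. The counts for genes called in all 3 at both days were 34.

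Taking the mean of a gene's probes in place of the brightest left 114 of 118 gene results on their side. The numbers of genes called were 35 after 0.25 Gy neutrons at day 7.

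With p below 0.001 alone, without the FDR limit, no gene result named in the text changed. Genes called numbered 67 after 0.25 Gy neutrons at day 1, 176 after 0.25 Gy neutrons at day 7 and 195 after 0.25 Gy neutrons at day 3. Direct comparisons gave 74 for 1 Gy neutrons against 4 Gy x-rays at day 1. Genes called at both days were 1 after 0.25 Gy neutrons. These changes follow from the limit itself.

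One fit of all groups of the days compared shares a single estimate of the spread and raised the smaller counts. Calls came to 181 after 0.25 Gy neutrons at day 1, 2901 after 1 Gy neutrons at day 1, 160 after 0.25 Gy neutrons at day 7, 735 after 1 Gy x-rays at day 7, 294 after 0.25 Gy neutrons at day 3, 640 after 1 Gy x-rays at day 3 and 1356 between the controls of days 7 and 1. Neutrons against x-rays gave 453 for 1 Gy neutrons against 4 Gy x-rays at day 1. Pairs of exposures shared 642 for 1 Gy neutrons and 1 Gy x-rays at day 7 and 2553 for 1 Gy neutrons and 4 Gy x-rays at day 1. Calls at both days were 1 after 0.25 Gy neutrons and 1406 after 1 Gy neutrons. The number called in all 3 at both days were 55 and all 3 as lower and then higher were 42.

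The replicate number was also fitted as a block. The numbers do not pair the mice. Over 52 pairs of groups, the correlation of the deviations of mice with the same number was -0.55 to 0.64 with a median of -0.06, and 19 were over 0.1. The numbers of genes called were 0 by limma, with 1364 at p below 0.05, after 0.25 Gy neutrons at day 1, 641 after 1 Gy neutrons at day 1, 493 after 1 Gy x-rays at day 1, 0 by limma, with 1713 at p below 0.05, after 0.25 Gy neutrons at day 7, 252 after 1 Gy x-rays at day 7, 0 by limma, with 1485 at p below 0.05, after 0.25 Gy neutrons at day 3 and 244 between the controls of days 7 and 1. Between the radiation types they numbered 430 for 1 Gy neutrons against 1 Gy x-rays at day 1, 753 for 1 Gy neutrons against 1 Gy x-rays at day 7 and 0 by limma, with 1520 at p below 0.05, for 1 Gy neutrons against 4 Gy x-rays at day 1. The shared genes numbered 162 for 1 Gy neutrons and 1 Gy x-rays at day 1, 215 for 1 Gy neutrons and 1 Gy x-rays at day 7, 528 for 1 Gy neutrons and 4 Gy x-rays at day 1 and 685 for 1 Gy neutrons and 4 Gy x-rays at day 7. Both days together gave 243 after 1 Gy neutrons, 28 after 1 Gy x-rays and 614 after 4 Gy x-rays. Those called in all 3 exposures of 1 Gy or more at day 1 were 139, all 3 at day 7 were 125, all 3 at both days were 5 and all 3 as lower and then higher were 1. A change between the days was called for 0 by limma, with 1684 at p below 0.05, after 0.25 Gy neutrons.

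The slide was fitted as a block where slides hold both groups, and otherwise as a random block. A random block cannot remove a slide effect, and counts rose where its fitted correlation was negative, as after 1 Gy neutrons at day 1 (-0.157). Genes called numbered 2 after 0.25 Gy neutrons at day 1, 3354 after 1 Gy neutrons at day 1, 365 after 1 Gy x-rays at day 1, 0 by limma, with 1532 at p below 0.05, after 0.25 Gy neutrons at day 7, 254 after 1 Gy x-rays at day 7, 0 by limma, with 1662 at p below 0.05, after 0.25 Gy neutrons at day 3, 584 after 1 Gy x-rays at day 3 and 365 between the controls of days 7 and 1. Direct comparisons gave 0 by limma, with 583 at p below 0.05, for 1 Gy neutrons against 1 Gy x-rays at day 1, 217 for 1 Gy neutrons against 1 Gy x-rays at day 7 and 1473 for 1 Gy neutrons against 4 Gy x-rays at day 1. Shared genes were 279 for 1 Gy neutrons and 1 Gy x-rays at day 1, 239 for 1 Gy neutrons and 1 Gy x-rays at day 7 and 2501 for 1 Gy neutrons and 4 Gy x-rays at day 1. Genes called at both days were 63 after 1 Gy x-rays. The counts for genes called in all 3 exposures of 1 Gy or more at day 1 were 260, all 3 at day 7 were 138 and all 3 as lower and then higher were 19. Genes with a change between the days were 565 after 1 Gy x-rays.

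Scan date was fitted as a block where groups shared a date, and as a random block where a group was spread over dates of its own. The random block cannot remove a date effect. Counts rose where its fitted correlation was negative, which was after 4 Gy x-rays at day 1 and 1 Gy x-rays at days 3 and 7. In the comparisons of 0.25 Gy neutrons at days 1 and 7, all arrays were of a single date. The 4 Gy x-ray arrays of day 7 and the control groups against each other had no date in common, so that the block could not be fitted there, and list tests under this block, which cover 5 comparisons, were not counted together. Calls came to 1089 after 1 Gy neutrons at day 1, 3 after 1 Gy x-rays at day 1, 1592 after 1 Gy neutrons at day 7, 746 after 1 Gy x-rays at day 7, 0 by limma, with 762 at p below 0.05, after 0.25 Gy neutrons at day 3 and 1504 after 1 Gy x-rays at day 3. Neutrons against x-rays gave 0 by limma, with 1882 at p below 0.05, for 1 Gy neutrons against 1 Gy x-rays at day 1, 812 for 1 Gy neutrons against 1 Gy x-rays at day 7, 1 for 1 Gy neutrons against 4 Gy x-rays at day 1 and 2164 for 1 Gy neutrons against 4 Gy x-rays at day 7. Pairs of exposures shared 3 for 1 Gy neutrons and 1 Gy x-rays at day 1 and 985 for 1 Gy neutrons and 4 Gy x-rays at day 1. Calls at both days were 218 after 1 Gy neutrons and 0 after 1 Gy x-rays. The number called in all 3 exposures of 1 Gy or more at day 1 were 3.

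Of the alternatives added later, quantile normalization over each array's detected spots moved the median log2 change after 1 Gy neutrons at day 7 to -0.90, so that 578 genes were higher and 6067 lower (91.3% lower). After 0.25 Gy neutrons at day 7, 10 were higher and 495 lower, and after 1 Gy x-rays at day 7, 145 and 312. The numbers of genes called were 505 after 0.25 Gy neutrons at day 7, 6645 after 1 Gy neutrons at day 7, 0 by limma, with 2562 at p below 0.05, after 0.25 Gy neutrons at day 3 and 0 by limma, with 2281 at p below 0.05, after 1 Gy x-rays at day 3. Between the radiation types they numbered 641 for 1 Gy neutrons against 1 Gy x-rays at day 1, 4772 for 1 Gy neutrons against 1 Gy x-rays at day 7, 2 for 1 Gy neutrons against 4 Gy x-rays at day 1 and 8070 for 1 Gy neutrons against 4 Gy x-rays at day 7. The shared genes numbered 677 for 1 Gy neutrons and 4 Gy x-rays at day 7. Both days together gave 606 after 4 Gy x-rays. Those called in all 3 exposures of 1 Gy or more at day 1 were 249. Changes between the days numbered 261 after 0.25 Gy neutrons and 6194 after 1 Gy neutrons. The direction turned for E2f1 (-1.19), E2f4 (-1.40), E2f7 (-0.19) and E2f8 (-0.57) after 1 Gy neutrons at day 7. The adjusted p of the ribosomal protein list among the higher genes after 1 Gy neutrons at day 7 went to 1. The direction also turned for the mean level of the interferon-stimulated list after 1 Gy neutrons at day 7 (-0.74) and the sterol biosynthesis list after 1 Gy neutrons at day 7 (-0.94).

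Centring on the median of each array's detected spots moved that median to -0.55, with 812 genes higher and 5743 lower (87.6% lower) after 1 Gy neutrons at day 7, 7 and 455 after 0.25 Gy neutrons, and 106 and 339 after 1 Gy x-rays. Genes called numbered 462 after 0.25 Gy neutrons at day 7, 6555 after 1 Gy neutrons at day 7, 0 by limma, with 2303 at p below 0.05, after 0.25 Gy neutrons at day 3 and 5 after 1 Gy x-rays at day 3. Direct comparisons gave 575 for 1 Gy neutrons against 1 Gy x-rays at day 1, 4522 for 1 Gy neutrons against 1 Gy x-rays at day 7, 1 for 1 Gy neutrons against 4 Gy x-rays at day 1 and 7963 for 1 Gy neutrons against 4 Gy x-rays at day 7. Shared genes were 1039 for 1 Gy neutrons and 4 Gy x-rays at day 1 and 595 for 1 Gy neutrons and 4 Gy x-rays at day 7. Genes called at both days were 57 after 1 Gy x-rays and 587 after 4 Gy x-rays. The counts for genes called in all 3 exposures of 1 Gy or more at day 1 were 210, all 3 at both days were 9 and all 3 as lower and then higher were 1. A change between the days was called for 6111 after 1 Gy neutrons. The direction turned for E2f8 (-0.12) after 1 Gy neutrons at day 7. The direction also turned for the mean level of the interferon-stimulated list after 1 Gy neutrons at day 7 (-0.66) and the sterol biosynthesis list after 1 Gy neutrons at day 7 (-0.77).

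With the hepatocyte score of each mouse as a covariate, the last alternative added, 25 of 118 gene results weakened. Calls came to 2 after 0.25 Gy neutrons at day 1, 658 after 4 Gy x-rays at day 1, 0 by limma, with 2138 at p below 0.05, after 0.25 Gy neutrons at day 7, 0 by limma, with 987 at p below 0.05, after 0.25 Gy neutrons at day 3, 0 by limma, with 2208 at p below 0.05, after 1 Gy x-rays at day 3 and 0 by limma, with 1584 at p below 0.05, between the controls of days 7 and 1. Neutrons against x-rays gave 2 for 1 Gy neutrons against 4 Gy x-rays at day 1. Pairs of exposures shared 301 for 1 Gy neutrons and 1 Gy x-rays at day 1 and 426 for 1 Gy neutrons and 4 Gy x-rays at day 1. Calls at both days were 454 after 1 Gy neutrons and 248 after 4 Gy x-rays. The number called in all 3 exposures of 1 Gy or more at day 1 were 149, all 3 at both days were 6 and all 3 as lower and then higher were 4. Where the score goes with the group, the covariate takes up part of the group effect, and the cause of a lower count was not separated further.

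Leaving out 1 mouse at a time reversed no gene result or list test. Among the mean levels per mouse given in the text, it turned the direction of DNA replication after 1 Gy x-rays at days 1 (-0.011, without control day 1 replicate 4) and 7 (0.023, 1 Gy x-ray day 7 replicate 2), fatty acid metabolism after 1 Gy x-rays at day 7 (-0.047, replicate 5), and sterol biosynthesis (-0.012, replicate 1) and hexose metabolism (-0.01, replicate 3) after 1 Gy neutrons at day 7. It moved these counts by over 1.5 times, given as lowest and highest with the mouse left out. Calls after 0.25 Gy neutrons at day 1 ranged from 1 (control day 1 replicate 1) to 34 (0.25 Gy neutron day 1 replicate 3). Calls after 0.25 Gy neutrons at day 3 ranged from 0 by limma, with 2529 at p below 0.05 (0.25 Gy neutron day 3 replicate 4) to 279 (control day 3 replicate 2). Calls after 0.25 Gy neutrons at day 7 ranged from 0 by limma, with 2191 at p below 0.05 (control day 7 replicate 3) to 311 (control day 7 replicate 2). Calls after 1 Gy neutrons at day 1 ranged from 1097 (control day 1 replicate 5) to 2252 (1 Gy neutron day 1 replicate 4). Calls after 1 Gy x-rays at day 1 ranged from 411 (control day 1 replicate 5) to 965 (1 Gy x-ray day 1 replicate 6). Calls after 1 Gy x-rays at day 3 ranged from 0 by limma, with 2156 at p below 0.05 (1 Gy x-ray day 3 replicate 2) to 357 (1 Gy x-ray day 3 replicate 1). Calls after 1 Gy x-rays at day 7 ranged from 261 (1 Gy x-ray day 7 replicate 2) to 508 (1 Gy x-ray day 7 replicate 5). Differences between the control groups ranged from 235 (control day 1 replicate 1) to 1097 (control day 7 replicate 3). Calls for 1 Gy neutrons against 1 Gy x-rays at day 1 ranged from 635 (1 Gy x-ray day 1 replicate 2) to 926 (1 Gy x-ray day 1 replicate 1). Calls for 1 Gy neutrons against 1 Gy x-rays at day 7 ranged from 1533 (1 Gy x-ray day 7 replicate 3) to 2956 (1 Gy neutron day 7 replicate 4). Calls for 1 Gy neutrons against 4 Gy x-rays at day 1 ranged from 0 by limma, with 1417 at p below 0.05 (1 Gy neutron day 1 replicate 6) to 10 (1 Gy neutron day 1 replicate 1). Genes called in all 3 at both days ranged from 8 (control day 1 replicate 5) to 45 (1 Gy neutron day 1 replicate 4). Genes called at both days after 1 Gy neutrons ranged from 528 (control day 1 replicate 5) to 963 (1 Gy neutron day 1 replicate 4). Genes called at both days after 1 Gy x-rays ranged from 74 (control day 1 replicate 5) to 144 (1 Gy x-ray day 1 replicate 3). Genes called in all 3 exposures of 1 Gy or more at day 1 ranged from 175 (control day 1 replicate 5) to 488 (1 Gy neutron day 1 replicate 4). Genes called in all 3 at day 7 ranged from 146 (control day 7 replicate 1) to 252 (4 Gy x-ray day 7 replicate 6). Genes called in all 3 as lower and then higher ranged from 2 (control day 1 replicate 5) to 33 (1 Gy neutron day 1 replicate 4). Changes between the days after 0.25 Gy neutrons ranged from 5 (control day 1 replicate 1) to 269 (control day 7 replicate 2). Genes shared by 1 Gy neutrons and 1 Gy x-rays at day 1 ranged from 201 (control day 1 replicate 5) to 524 (1 Gy neutron day 1 replicate 4). Genes shared by 1 Gy neutrons and 1 Gy x-rays at day 7 ranged from 250 (1 Gy x-ray day 7 replicate 2) to 484 (1 Gy x-ray day 7 replicate 5). Genes shared by 1 Gy neutrons and 4 Gy x-rays at day 1 ranged from 872 (control day 1 replicate 5) to 1991 (1 Gy neutron day 1 replicate 4). Among the gene results, 142 such fits lost a call and 13 gained one, and among the list tests 89 and 6.

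Signal over background limits what these arrays can show. On the 1 Gy neutron arrays of day 7, 40.2 to 50.3% of the spots were well above background, against 54.3 to 63.9% in the controls of that day, and the share of lower genes among those called there ranged from 12.3% without the detection filter to 99.2% with spike-in centring. Changes of log2 2 were also placed on simulated arrays, drawn as normal noise with the real genes' means and spread. Of these changes, 81.5% were called for 1 Gy neutrons at day 1 and 82% for 1 Gy x-rays at day 7, with 8 and 16 other genes called. The noise was independent between genes, so these numbers need not hold for the real arrays.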

Differences from the paper's values

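The tests with quantile normalization over detected spots, with the median of detected spots and with the hepatocyte covariate were chosen only after values had been seen. Of 44 counts compared with the paper's, 18 differ by over 1.5 times, and of 63 fold changes 14 differ. Both values are on the same scale throughout. Among the alternatives set before the data were examined, 39 counts and 2 fold changes differ under normexp, 15 and 10 with dim spots as missing, and 15 and 12 with p below 0.001 alone. Under quantile normalization over detected spots, chosen after seeing the values, 5 counts and 0 fold changes differ, and under the median of detected spots, also chosen after seeing the values, 12 and 8. For each difference below, every setting that closes the gap is named. A gap in a count is taken as closed, with no gap left, once the value is within 1.5 times of the paper's. For a fold change the limit is 1.5 times or the SD between the irradiated mice, if that is larger. A difference can therefore remain where a gap is said to close. For genes shared by days or exposures, only the lowest or highest fit with 1 mouse left out is named. Other such fits may close the gap too. Apart from these, the gap stays under all other alternatives set before the data were examined that give the value.

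As to genes left by the filters (16489 in the paper, 10863 here), no 1.5-fold filter (16098) and spike-in centring (15885) came nearest. Centring on the 75th percentile (11077), quantile normalization between arrays (11172), dim spots as missing (11285) and normexp (12960) close the gap only by the rule of 1.5 times. So do the median of detected spots (14219) and quantile normalization over detected spots (14015), chosen after seeing the values. For genes called after 0.25 Gy neutrons at day 1 (46 in the paper, 1 here) and higher genes after 0.25 Gy neutrons at day 1 (15 in the paper, 0 here), no gap is left under p below 0.001 alone, and also with 1 mouse left out (34 called and 21 higher without 0.25 Gy neutron day 1 replicate 3); by limma 1841 genes are at p below 0.05 there. As to genes called after 0.25 Gy neutrons at day 7 (691 in the paper, 3 here), lower genes after 0.25 Gy neutrons at day 7 (674 in the paper, 0 here), lower genes after 1 Gy neutrons at day 7 (5612 in the paper, 1443 here) and lower genes after 1 Gy x-rays at day 7 (396 in the paper, 77 here), no alternative set in advance closes the gap, while the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, close it. For genes called at both days after 0.25 Gy neutrons (2 in the paper, 0 here), lower genes after 0.25 Gy neutrons at day 1 (31 in the paper, 1 here) and higher genes after 0.25 Gy neutrons at day 7 (17 in the paper, 3 here), the gap closes under none of the alternatives set in advance. Genes called at both days after 4 Gy x-rays were 555 in the paper and 949 here. No gap is left under the replicate block and spike-in centring. The gap also closes with 1 mouse left out (at the lowest 767, without control day 7 replicate 1). The median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. Genes called at both days in all 3 exposures of 1 Gy or more were 34 in the paper and 22 here. The gap closes under dim spots as missing, the mean of probes, no 1.5-fold filter and quantile normalization between arrays. With 1 mouse left out it closes too (at the highest 45, without 1 Gy neutron day 1 replicate 4). Quantile normalization over detected spots, chosen after seeing the values, also closes it. As to genes called in all 3 exposures of 1 Gy or more at day 1 (272 in the paper, 421 here), centring on the 75th percentile, dim spots as missing, no detection filter, the slide block and spike-in centring close the gap; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. For lower genes after 4 Gy x-rays at day 7 (491 in the paper, 923 here), no gap is left under the replicate block, the slide block and spike-in centring, and also with 1 mouse left out (693 without control day 7 replicate 1, 688 without control day 7 replicate 4, 693 without 4 Gy x-ray day 7 replicate 2 and 718 without 4 Gy x-ray day 7 replicate 4); the hepatocyte covariate, the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. As to genes lower at both days in all 3 exposures of 1 Gy or more (25 in the paper, 12 here), the gap closes under no 1.5-fold filter and quantile normalization between arrays; quantile normalization over detected spots, chosen after seeing the values, also closes it. For higher genes after 1 Gy neutrons at day 7 (614 in the paper, 2723 here), normexp closes the gap; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. As to higher genes after 1 Gy x-rays at day 7 (167 in the paper, 357 here), no gap is left under no detection filter, the replicate block and the slide block, and also with 1 mouse left out (245 without 1 Gy x-ray day 7 replicate 1 and 212 without 1 Gy x-ray day 7 replicate 2); quantile normalization over detected spots, chosen after seeing the values, also closes it. For the share of the genes called after 1 Gy neutrons at day 7 that 4 Gy x-rays share (11.7% in the paper, 25.6% here), the gap closes under no detection filter and normexp; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it.

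The fold changes that differ are all of 1 Gy neutrons at day 7. As to Anp32e (about 4.0 in Fig. 3b, read by eye, 8.19 here), dim spots as missing, the mean of probes and normexp close the gap; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. For Bsdc1 (about 2.5 in Fig. 3b, read by eye, 8.25 here), Mtmr3 (about 2.5 in Fig. 3b, read by eye, 8.07 here) and Slc25a51 (about 2.5 in Fig. 3b, read by eye, 7.89 here), no gap is left under normexp and spike-in centring; quantile normalization over detected spots, chosen after seeing the values, also closes it. As to E2f2 (about 2.4 in Fig. 3b, read by eye, 8.42 here) and Ubac1 (about 1.9 in Fig. 3b, read by eye, 6.32 here), the gap closes under normexp, quantile normalization between arrays and spike-in centring; quantile normalization over detected spots, chosen after seeing the values, also closes it. For Eif5 (about 2.8 in Fig. 3b, read by eye, 10.1 here), normexp, quantile normalization between arrays, the scan date block and spike-in centring close the gap; quantile normalization over detected spots, chosen after seeing the values, also closes it. As to Mta3 (about 2.2 in Fig. 3b, read by eye, 5.83 here), no gap is left under normexp; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. For Wdr26 (about 3.6 in Fig. 3b, read by eye, 11.9 here), the gap closes under normexp, quantile normalization between arrays and spike-in centring; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. As to Cdc25b (1.63 in the paper, 5.46 here), normexp, quantile normalization between arrays and spike-in centring close the gap; quantile normalization over detected spots, chosen after seeing the values, also closes it. For E2f1 (0.44 in the paper, 1.31 here) and E2f4 (0.38 in the paper, 1.1 here), no gap is left under spike-in centring; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it. As to E2f3 (0.18 in the paper, 0.575 here), the gap closes under spike-in centring; quantile normalization over detected spots, chosen after seeing the values, also closes it. For Nusap1 (1.71 in the paper, 5.33 here), normexp and spike-in centring close the gap; the median of detected spots and quantile normalization over detected spots, chosen after seeing the values, also close it.

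The article also states directions, genes and processes that go another way here. Most genes are lower in the article after 1 Gy neutrons at day 7; here 34.6% of the genes called were lower, and most were lower under quantile normalization between arrays (50.9%), dim spots as missing (60.4%), normexp (60.6%) and spike-in centring (99.2%), and under the median of detected spots (87.6%) and quantile normalization over detected spots (91.3%), both chosen after seeing the values. For 0.25 Gy neutrons at day 7, where the article has nearly all genes lower, 3 genes were higher and 0 lower, with 2567 genes at p below 0.05 by limma; normexp and spike-in centring, and both settings over detected spots, chosen after seeing the values, have mostly lower genes there. The article sees no clear differences between the control groups of days 1 and 7; here 563 genes were called, 48 to 1356 over the alternatives set before the data were examined, and 0 by limma, with 1584 at p below 0.05, with the hepatocyte covariate, chosen after seeing the values.

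Single genes differ as well. E2f1 (log2 change 0.39) and E2f4 (0.14, measured only without the 1.5-fold filter), lower in the article after 1 Gy neutrons at day 7, were lower under spike-in centring (-1.64 and -1.90), and under quantile normalization over detected spots (-1.19 and -1.40) and the median of detected spots (-0.67 and -0.92), both chosen after seeing the values. The article has E2f4 lower in that comparison alone; here it was also called lower after 4 Gy x-rays at day 1 (-0.90). Anln, lower in the article after 4 Gy x-rays at day 1, had a log2 change of 0.25 there and was lower in no setting, nor with any mouse left out. Of the genes higher in the article after 4 Gy x-rays at day 7, Cdc25b (0.06) and Nusap1 (0.67) were called in no setting, and Ube2c (0.88) was called under quantile normalization between arrays, under spike-in centring, without replicate 6 of the irradiated mice, and under quantile normalization over detected spots, the last chosen after seeing the values. The article speaks of 6 genes that fell at day 1 and rose at day 7 and names 7; here Mns1, Fzr1, Ccna2, Smc2 and Ncapd2 were called so after 4 Gy x-rays.

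Processes differ too, each tested with a list of genes written by hand. Lipid and hexose metabolism are lower in the article after 1 Gy neutrons. Here, at day 1, the fatty acid, sterol and hexose lists were among the lower genes in no setting (adjusted p 1 throughout). At day 7 the fatty acid list had 4 of its 40 members tested lower (adjusted p 1) and passed the threshold under spike-in centring, dim spots as missing, camera (0.00795) and fry (0.00224), and under both settings over detected spots, chosen after seeing the values. The hexose list there had 2 of 17 lower (adjusted p 1) and passed under spike-in centring and under the median of detected spots, the latter chosen after seeing the values, and the sterol list passed in no setting. After 1 Gy x-rays at day 1, where the text has lipid metabolism higher, the fatty acid list had 2 of 40 higher (adjusted p 1; camera 0.00259, fry 0.249) and the sterol list 0 of 24. Lower after 1 Gy neutrons at day 7 in the article are base excision repair, nucleotide excision repair, end joining, tRNA metabolism and RNA transport; here the adjusted p was 0.12 for the first 4 and 0.422 for RNA transport. Without the 1.5-fold filter, with spike-in centring, and with both settings over detected spots, chosen after seeing the values, all 5 passed. Quantile normalization between arrays also passed all but base excision repair, dim spots as missing all but end joining, no detection filter all but RNA transport, and one fit base excision repair and end joining. Centring on the 75th percentile passed tRNA metabolism, normexp tRNA metabolism and RNA transport, and camera and fry passed base excision repair, end joining and tRNA metabolism. With 1 mouse left out, tRNA metabolism passed without control day 7 replicate 2 and without replicate 1 or 4 of the irradiated mice, and RNA transport without replicate 4 of them.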

Other observations

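Tests chosen only after the result was seen are the comparison of the columns of the value table, the other splits of the mice, the scan date tests reported here, the mixing model, the B cell score less the T cell score and the hepatocyte covariate with the genes called with and without it. Settings over detected spots were also added later.

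The genes called after 1 Gy neutrons at day 7 were lower in 34.6% of cases when arrays were centred on the median of the detected probes, and in 91.3% with quantile normalization over the detected spots of each array, which gives the deposited values to within 0.001 in the 12 columns that follow their own array. The share depends on how arrays are brought to one level, as quantile normalization between arrays gave 50.9%. Dim arrays stay open as a cause. Among the brightest 25% of genes, 90% of those called were lower under quantile normalization over detected spots, but that normalization moves genes of all brightness where fewer spots are detected, so that the share cannot tell. It was 79.9% under the median of detected spots, 51.1% under quantile normalization between arrays, 46.1% with dim spots as missing values and 16.2% in the values used here. A few abundant transcripts took more of the signal on these arrays, where the 50 brightest spots held at least 20.288% of it, against 12.1 to 14.6% in the day 7 controls. When the dimmest detected spots of 3 of 6 control arrays were removed down to a detected share of 45.1%, like that of the 1 Gy neutron arrays, quantile normalization over detected spots moved their median gene by -1.042 (20 splits, 0 with whole arrays), while it moved the 1 Gy neutron arrays by -1.17. The lower direction of most genes could therefore come from that normalization where fewer spots are detected. A fall in most transcripts of the blood, seen with spike-in centring (99.2% lower), stays open, since no scaling used here measures the amount of RNA per cell.

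In the deposited table of values, 60 of 72 columns follow the array of another sample and 12 that of their own, which fits columns displaced between samples. Of the 60, 21 follow an array of another condition. For 1 Gy x-rays, values from the arrays by their sample labels were set beside the article's gene lists. Of the 735 listed genes of day 1 that were tested, 495 were called in the same direction and 0 in the other (r = 0.988), and 336 further genes were called here. At day 7, 225 of 470 were called in the same direction (r = 0.97). With quantile normalization over detected spots the overlap was 664 of 757 and 425 of 544. No biological explanation was tested.

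The 9 genes that fall at day 1 and rise at day 7 followed the level of the reticulocyte genes from mouse to mouse within groups (r = 0.959). So did the 5 cell cycle genes (r = 0.966). Random lists of like brightness in place of the reticulocyte list reached 0.905 and 0.901. The reticulocyte list holds none of the 9 or the 5 genes. Its level changed by -0.897 after 1 Gy neutrons, -1.059 after 1 Gy x-rays and -1.508 after 4 Gy x-rays at day 1, and by 2.258, 0.979 and 0.782 at day 7. Within scan dates r was 0.954 and 0.964, which argues against the date. A change in the share of young red cells in the blood may thus underlie both sets, as a hypothesis. Regulation within the cells stays open, since the arrays measure the blood as a whole.

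Lipid genes were higher after 4 Gy x-rays at day 1, with the fatty acid score up by 1.85 and the sterol score by 1.583. The hepatocyte score of each of these mice was at least 6.45, above all controls (highest 5.5), and 14 of its 42 genes passed the detection filter. Alb, among the most abundant, ranged from 0.88 to 8.68 in the day 1 controls and from -5.86 to -2.81 in those of day 7. Within groups the hepatocyte score went with the sterol score (r = 0.726) and the adipocyte score (r = 0.839). A mixing model in which each lipid gene has a part in proportion to liver RNA, fitted to all other arrays, left a difference of -0.066 for the fatty acid list (1 of 5 mice above all controls, exact p 0.452) and -0.156 for the sterol list (exact p 0.19). Liver RNA in proportion to that score is therefore a candidate explanation for the rise. With the score as a linear covariate, 45.6% of the fatty acid difference was left (0.843, SE 0.349). Score and group go together (r = 0.77), so that the covariate and the group cannot be told apart. The slope on the score within the other groups predicts a rise of 0.867 for the fatty acid list and 0.761 for the sterol list. That is part of each rise, so that this line leaves the rest open. A rise of lipid synthesis in blood cells or an effect of the dose on the liver stays open.

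The number of genes called after 4 Gy x-rays at day 1, 3813, went to 3122 without the mouse with the highest hepatocyte score. All 5 mice have high scores, so that tissue and exposure cannot be told apart by leaving out 1. With the hepatocyte covariate, 655 genes were called in the same direction as without it, and the other 3158 were not. The scores of these mice (6.45 to 7.74) and of the controls (-1.86 to 5.5) do not overlap, so that the covariate cannot tell score from dose for either set. Added RNA would lower the genes of all blood cells alike, but the B cell score less the T cell score was -2.523 to -0.259 in these mice and 0.539 to 0.815 in the controls, a difference of -2.102 (exact p 0.00794). This argues against liver RNA as the only cause of the fall in the B cell genes. Loss of B cells stays open as a biological explanation and was not tested.

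Scan date keeps some counts open. For 1 Gy x-rays at day 1 the date as a random block left 3 genes (1921 at p below 0.05), in place of 831, and between 1 Gy neutrons and 1 Gy x-rays at day 1 the date as a block left 0 by limma (1882 at p below 0.05), in place of 983, with 2 and 4 arrays on a shared date, too few to tell date from exposure. Between the control groups of days 7 and 1, 0 arrays of day 7 were on a date shared with day 1, so that date and day cannot be told apart, and with the hepatocyte covariate 0 genes were called by limma (1584 at p below 0.05), where score and day go together (r = -0.84). The age of the mice or the time since handling stays open and was not tested.

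Of 100 splits of the same mice, as many calls as counted came in 1, the real split, for 11 comparisons. Chance can be excluded as the only cause there, but less clearly for 1 Gy neutrons against 1 Gy x-rays at day 7. In that comparison another split gave 2409 calls against 2496, and 100 of 462 splits were drawn. As many calls as counted came in 2 splits for 1 Gy x-rays at day 7 (434 called, and 533 in another split). They came in 3 for 1 Gy neutrons against 4 Gy x-rays at day 1 (6, and up to 237). For 0.25 Gy neutrons at day 1 and at day 7 they came in 4 (1 and 3, and up to 205 and 460). The median split gave 0 calls, so that for the counts of 1, 3 and 6 the splits say little.

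At day 3, the 9 genes differed by 0.76 after 0.25 Gy neutrons (exact p 0.0368) and 0.43 after 1 Gy x-rays (0.373), and the 5 cell cycle genes by 0.942 (0.0216) and 0.595 (0.222). Without replicate 1 of the 1 Gy x-ray mice the second values were 0.83 and 0.966. The MHC class II genes differed by -0.743 and -0.773, the p53 targets by 0.421 and 0.46 and the reticulocyte genes by 0.754 and 0.685. Mcpt4 (log2 change 2.8, SE 0.53, adjusted p 0.0492) had the largest rise after 0.25 Gy neutrons under the rule for named genes and ENSMUST00000192250 the largest fall (-1.58, SE 0.29). For 1 Gy x-rays these were ENSMUST00000064032 (2.73, SE 0.55, adjusted p 0.0431) and Klk1 (-2.92, SE 0.49, adjusted p 0.0353). These genes come from counts that go to 0 by limma (762 and 2208 at p below 0.05) with the scan date block after 0.25 Gy neutrons and the hepatocyte covariate after 1 Gy x-rays.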
